# Rewiring of Glucose and Lipid Metabolism Induced by G Protein-Coupled Receptor 17 Silencing Enables the Transition of Oligodendrocyte Progenitors to Myelinating Cells

**DOI:** 10.3390/cells11152369

**Published:** 2022-08-02

**Authors:** Davide Marangon, Matteo Audano, Silvia Pedretti, Marta Fumagalli, Nico Mitro, Davide Lecca, Donatella Caruso, Maria P. Abbracchio

**Keywords:** oligodendrocyte progenitor cell, oligodendrocyte, energy metabolism, glycolysis, lactate, myelin lipids, transcriptomics, metabolomics, lipidomics, myelination

## Abstract

In the mature central nervous system (CNS), oligodendrocytes (OLs) provide support and insulation to axons thanks to the production of a myelin sheath. During their maturation to myelinating cells, OLs require energy and building blocks for lipids, which implies a great investment of energy fuels and molecular sources of carbon. The oligodendroglial G protein-coupled receptor 17 (GPR17) has emerged as a key player in OL maturation; it reaches maximal expression in pre-OLs, but then it has to be internalized to allow terminal maturation. In this study, we aim at elucidating the role of physiological GPR17 downregulation in OL metabolism by applying transcriptomics, metabolomics and lipidomics on differentiating OLs. After GPR17 silencing, we found a significant increase in mature OL markers and alteration of several genes involved in glucose metabolism and lipid biosynthesis. We also observed an increased release of lactate, which is partially responsible for the maturation boost induced by GPR17 downregulation. Concomitantly, GPR17 depletion also changed the kinetics of specific myelin lipid classes. Globally, this study unveils a functional link between GPR17 expression, lactate release and myelin composition, and suggests that innovative interventions targeting GPR17 may help to foster endogenous myelination in demyelinating diseases.

## 1. Introduction

In the central nervous system (CNS), oligodendrocytes (OLs) are the cells responsible for the production of myelin, an insulating structure characterized by an exceptionally high lipid content, that preserves axonal function and enables fast neuronal conduction [1]. These specialized functions require that oligodendrocyte precursor cells (OPCs) undergo a tightly orchestrated differentiation program, during which they progressively change their metabolism and modify the composition of their plasma membrane by synthesizing the typical myelin lipids [2]. One OL can myelinate up to 50 axons, with as many as 150 layers of compacted myelin membrane per segment, thus requiring a substantial energetic demand [3]. In vitro studies have shown that the rate of glycolysis versus oxidative phosphorylation depends on the OL differentiation stage [4,5], and suggested that newly generated OLs/late OPCs are the most vulnerable to complex I inhibition [6]. Under optimal conditions, cultured postnatal OPCs and OLs rely on oxidative phosphorylation for ATP synthesis, while adult OLs preferentially use glycolysis [7]. Interestingly, in the presence of a low glucose environment, OL development and myelination can be supported by monocarboxylates, such as ketone bodies and lactate, whose trafficking into/out of the cell requires monocarboxylate transporters (MCTs). Of note, Ichihara and colleagues showed that lactate was able to rescue OPC cycling and differentiation under low glucose conditions, and that this effect was inhibited by a lactate transporter inhibitor, suggesting that lactate availability allows OLs to sustain oxidative phosphorylation and myelin lipid synthesis [4]. Different classes of lipids are present in OL and myelin membranes, including cholesterol, phospholipids and glycosphingolipids. Although there are no lipid species uniquely existing in myelin, consistent changes in the proportion of several lipid species were described in OL membrane during differentiation [8].

OLs also play an active and dynamic role in neuronal metabolism [9]. They take up glucose coming from the bloodstream and perform glycolysis to produce pyruvate and lactate, which is then delivered to the axonal compartment through MCTs, thus enabling mitochondrial respiration and ATP generation [10].

During their differentiation, OPCs are influenced by extrinsic factors that dynamically modulate their functions through the interactions with specific receptors [11]. Among these, G protein-coupled receptor 17 (GPR17) has emerged as a promising remyelinating target in multiple sclerosis (MS). GPR17 is a receptor transiently expressed in OPCs, reaching its maximal levels in pre-OLs at intermediate differentiation stages expressing the immature O4 marker. Its transient expression is necessary for a timely and physiological OPC maturation; indeed, after the O4-positive stage, this receptor has to be progressively downregulated, to allow terminal maturation and myelination [12,13]. Any interference with this timely and physiological expression results in dysfunction and, eventually, in myelination failure. Overexpression of GPR17 has been described in several models of disease such as brain ischemia [14], cuprizone- and lysolecithin-induced demyelination [15,16], Alzheimer’s-like conditions [17], amyotrophic lateral sclerosis [18] and experimental autoimmune encephalomyelitis (EAE) [15,19]. Marked GPR17 upregulation and/or accumulation of GPR17-expressing cells at the border of demyelinated lesions has been also observed in patients affected by MS [19,20], traumatic brain injury [21] and congenital leukoencephalopathy [22]. In the presence of strong pro-inflammatory conditions, GPR17-expressing cells accumulate at lesion sites, remaining stuck at intermediate stages and not able to contribute to remyelination, suggesting that dysregulation of receptor downregulation contributes to remyelination failure and disease progression. Despite these data, the molecular events consequent to GPR17 downregulation have not been fully elucidated. Of note, metabolic dysfunctions are thought to play an important role in the mechanism of progression of various neurodegenerative disorders [23], including MS [24,25,26]. The presence of metabolic dysfunction in MS demands the need to better understand the role of bioenergetic metabolites and their associated mechanisms in regulating OL function. Based on these considerations, in the present study, we aim at understanding whether and how GPR17 modulation directly affects OL bioenergetics during differentiation by means of transcript, metabolite and lipid profiling. Transcriptomic analysis showed that GPR17 silencing in differentiating OPCs increases the expression of mature markers and induces changes in several genes involved in the transcriptional regulation of lipid and glucose homeostasis. Moreover, our metabolomic analysis showed that, after GPR17 downregulation, OLs rewire their metabolism and increase the release of lactate, which can directly affect the OL differentiation program. Furthermore, by means of lipidomic analysis, we also showed that GPR17 silencing alters the abundance of myelin specific lipids. Together these findings suggest that GPR17 downregulation in differentiating OLs induces changes of both energy metabolism and membrane lipids required for their differentiation into mature myelinating cells, and that GPR17 targeting can be exploited to rescue metabolic dysfunctions typically associated to demyelinating diseases.

## 2. Materials and Methods

### 2.1. Animal Care

International (European law Dir. 2010/63/UE) and national (Italian law DL n. 26, 4 March 2014) guidelines for the care and use of animals were followed. All the procedures were approved by the Italian Ministry of Health (5247B.N.L2Y to M.P.A.). Pregnant rats were purchased from Charles River Italia and housed under a 12-h light/12-h dark cycle at 21 °C, with diet and water ad libitum, and environmental enrichment.

### 2.2. Rat OPC Isolation

Primary rat OPCs were obtained from postnatal day 2 (P2) Sprague–Dawley rats’ cerebral cortices pooled together as previously described [27,28]. OPCs were plated onto poly-D,L-ornithine-coated (final concentration 50 µg/mL; Sigma-Aldrich, Milan, Italy) 10 cm dishes (2–4 × 10^5^ cells/coverslip) for metabolomic analysis, onto poly-D,L-ornithine-coated 13-mm glass coverslips for immunocytochemistry (1–2 × 10^4^ cells/coverslip), and onto poly-D,L-ornithine-coated 6-well plates (7 × 10^4^ cells/coverslip) for lipidomic and qRT-PCR analysis. Cells were plated in Neurobasal medium supplemented with 2% B27 (Life Technologies, Monza, Italy), 2 mM L-glutamine, 10 ng/mL human platelet-derived growth factor BB (Sigma-Aldrich, Milan, Italy), and 10 ng/mL human basic fibroblast growth factor (Life Technologies, Monza, Italy) to promote proliferation for 3 days.

### 2.3. siRNA Transfection

OPCs were transfected immediately after switching from proliferating to differentiating medium (Neurobasal medium supplemented with 2% B27 (Life Technologies, Monza, Italy), 2 mM L-glutamine and 15 nM T3 hormone). On-target plus SMARTpool siRNA specific for rat GPR17 transcript (Dharmacon, Lafayette, CO, USA) were transfected at the final concentration of 50 nM with Lipofectamine RNAiMAX reagent (Life Technologies, Monza, Italy), following the manufacturer’s protocol. The transfection of a non-targeting RNA pool was used as a negative control.

### 2.4. Transcriptome Profiling and Microarray Analysis

RNA extraction and transcriptome analysis have been performed according to published protocols [27]. Briefly, OPCs were lysed with RLT buffer (Qiagen, Milan, Italy) 2 days after siRNA transfection and total RNA was extracted by means of RNeasy Micro kit (Qiagen, Milan, Italy), following the manufacturer’s protocol. RNA quality was assessed with Agilent 2100 Bioanalyzer (Agilent Technologies, Milan, Italy). RNA with RNA integrity number (RIN) > 7 was used for microarray analyses. Labelled cRNA was synthesized from 100 ng of total RNA using the Low Input Quick-Amp Labelling Kit, one colour (Agilent Technologies, Milan, Italy) in the presence of cyanine 3-CTP. Total RNA was hybridized on SurePrint G3 Rat Gene Expression Microarrays (#G4858A-074036, Agilent Technologies, Milan, Italy). This microarray consists of 60-mer DNA probes synthesized in situ, which represent 30,584 rat transcripts. Hybridization was performed at 65 °C for 17 h in a rotating oven (Microarray Facility, Laboratorio per le Tecnologie delle Terapie Avanzate, LTTA, Ferrara, Italy). One-color gene expression analysis was performed according to manufacturer’s procedure. Feature Extraction 10.7.3 software (Agilent Technologies, Milan, Italy) was used to obtain microarray raw data. A fold change of ±1.5 and an FDR-adjusted *p*-value < 0.07 were considered to obtain the list of genes differentially expressed between the two experimental conditions.

### 2.5. Bioinformatic Analysis

The software Metacore™ (Clarivate Analytics, London, UK) and QIAGEN’s Ingenuity^®^ Pathway Analysis (IPA^®^, QIAGEN Redwood City, www.qiagen.com/ingenuity, accessed on 14 May 2017) were used to perform a pathway-based clusterization on differentially expressed genes after GPR17 silencing in OPCs, to identify common biological processes. The ToppGene Suite was used to perform gene ontology-based enrichment analysis [29].

### 2.6. Targeted Metabolomics and Lipidomics

Metabolomic data were obtained by liquid chromatography coupled to tandem mass spectrometry (LC-MS/MS), as previously described [30,31], with some modifications described below. We used an API-3500 triple quadrupole mass spectrometer (AB Sciex, Framingham, MA, USA) coupled with an ExionLC™ AC System (AB Sciex). OPC cells from different time points and or transfected with siRNA were smashed in a tissue lyser for 1 min at maximum speed in 250 µL of ice-cold methanol/water/acetonitrile 55:25:20. Lysates were spun at 15,000× *g* for 15 min at 4 °C. Samples were then dried under N2 flow at 40 °C and resuspended in 125 µL of ice-cold MeOH/H_2_0/ACN 55:25:20 for subsequent analyses. Amino acid quantification was performed through previous derivatization. Briefly, 25 µL out of 125 µL of samples were collected and dried separately under N2 flow at 40 °C. Dried residues were resuspended in 50 µL of phenyl-isothiocyanate (PITC), EtOH, pyridine and water 5%:31.5%:31.5%:31.5%, and then incubated for 20 min at RT, dried under N2 flow at 40 °C for 90 min and finally resuspended in 100 µL of 5 mM ammonium acetate in MeOH/H_2_O 50:50. Quantification of different amino acids was performed by using a C18 column (Biocrates, Innsbruck, Austria) maintained at 50 °C. The mobile phases for positive ion mode analysis were phase A: 0.2% formic acid in water and phase B: 0.2% formic acid in acetonitrile. The gradient was T0: 100%A, T5.5: 5%A, T7: 100%A with a flow rate of 500 µL/min. Quantification of energy metabolites and cofactors was performed by using a cyano-phase LUNA column (50 mm × 4.6 mm, 5 µm; Phenomenex) by a 5.5 min run in negative ion mode with two separated runs. Protocol A; mobile phase A was water and phase B was 2 mM ammonium acetate in MeOH and the gradient was T0: 80%B 0.5 mL/min; T1: 80%B 0.5 mL/min; T1.01: 20%B 0.5 mL/min; T2.0: 20%B 0.5 mL/min; T2.01: 80%B 0.5 mL/min; T5.5: 80%B 0.5 mL/min. Protocol B; mobile phase A was water and phase B was 2 mM ammonium acetate in MeOH and the gradient was T0: 50%B 0.5 mL/min; T1: 50%B 0.5 mL/min; T1.01: 0%B 0.5 mL/min; T2.0: 0%B 0.5 mL/min; T2.01: 50%B 0.5 mL/min; T5.5: 50%B 0.5 mL/min. Acyl-carnitines quantification was performed on the same samples by using a C18 column (Biocrates, Innsbruck, Austria) maintained at 50 °C. Samples were analyzed by a 5.5 min run in positive ion mode. Mobile phases were A: 0.1% formic acid in H20 B: 0.1% formic acid in MeOH and the gradient was T0:30%B, T0.8: 30%A, T2: 100%B, T3: 100%B, T3.01: 30%B, T5.5: 30%B with a flow rate of 500 µL/min.

The levels of phospholipids and fatty acids were evaluated by means of (LC)-MS/MS according to published protocol [32,33] with some modifications described below. Phospholipids were analyzed in both negative and positive ionization on MeOH/H20/ACN extracts through an API-4000 triple quadrupole mass spectrometer (AB Sciex, Framingham, MA, USA) coupled with a HPLC system (Agilent) and CTC-PAL HTS autosampler (PAL System). For negative ionization analysis, lipids were separated through a cyano-phase LUNA column (50 mm × 4.6 mm, 5 µm; Phenomenex) in a 5 min run, and the mobile phase was 5 mM ammonium acetate in MeOH. For the positive ionization, analytes were separated on a XTerra RP18 3.5 µm 4.6mm × 100 mm Column (Waters) in an 8 min run, and the mobile phase was 0.1% formic acid in MeOH. Free fatty acids were analyzed in negative ion mode on a Hypersil Gold C8 column (Life Technologies) with a mobile phase consisting of 10 mM diisopropylethylamine and 15 mM acetic acid in H_2_O/MeOH 97:3. All metabolites analyzed in the described protocols were previously validated with pure standards, except for phospholipids, where only those representatives of the different classes were validated. MultiQuant™ software (version 3.0.3, AB Sciex) was used for data analysis and peak review of chromatograms. For data processing, raw areas were normalized by the median of all metabolite areas in the same sample. Specifically, we defined the relative metabolite abundance ($m_{a}^{N}$) as:

$$m_{a}^{N}=\frac{Xn}{M_{a=1}^{n}a}$$

where *Xn* represents the peak area of metabolite n for samples a, b, …, z, and $M_{a=1}^{n}a$ represents the median of peak areas of metabolite n for samples *a, b, …, z*. Obtained data were then transformed by log10-transformation and Pareto scaled to correct for heteroscedasticity, reduce the skewness of the data and reduce mask effects [34]. In detail, obtained values were transformed by log10 and then scaled by Pareto’s method as follows:

$${\bar{x}}_{ij}=\frac{x_{ij}-{\bar{x}}_{i}}{\sqrt{s_{i}}}$$

where x_ij_ is the transformed value in the data matrix (i (metabolites), j (samples)) and s_i_ is the standard deviation of transformed metabolite values [35]. Obtained values were considered as relative metabolite levels. Data processing and analysis were performed by MetaboAnalyst 5.0 web tool [36].

### 2.7. Immunocytochemistry and Cell Counting

Cells were fixed in a 4% paraformaldehyde phosphate-buffered solution containing 4% sucrose. The following primary antibodies were used: rabbit anti-GPR17 (1:100; Cayman Chemical), rat anti-MBP (1:200; Merck Millipore, Milan, Italy). Incubation of primary antibodies were performed for 2.5 h at room temperature or overnight at 4 °C. Cells were then incubated for 1 h at room temperature with secondary antibodies conjugated to either AlexaFluor 488 or AlexaFluor 555 (1:600; Life Technologies, Monza, Italy). All the antibodies were diluted in a phosphate-buffered blocking solution (pH 7.4) containing 0.3% Triton X-100. Nuclei were labeled with the UV fluorescent dye Hoechst 33258 (1:10,000; Life Technologies, Monza, Italy). Coverslips were then mounted in a fluorescent mounting medium (Dako). Positive cells for the selected markers were counted from 20 random fields for each coverslip (0.07 mm^2^/field). The result was expressed as a percentage over the number of nuclei, and then normalized versus controls set to 100%.

### 2.8. Treatment with AR-C155858

One day after siRNA transfection (day in differentiation 1), control and GPR17-silenced OPCs were treated with AR-C155858 (Tocris, UK; final concentration: 1 μM) or vehicle (0.04% DMSO). After two days (day in differentiation 3), OPCs were lysed for subsequent RNA analysis or treated again and then collected at day in differentiation 5.

### 2.9. Total RNA Extraction, Retrotranscription and qPCR Analysis

Cells were lysed with Trizol reagent (Life Technologies, Monza, Italy) at 1, 2, 3 or 5 days after transfection. Total RNA was extracted by using a Direct-zol RNA micro-prep kit (Zymo Research, Germany). For gene expression analysis, cDNA synthesis was performed starting from 400–800 ng of total RNA using SensiFAST™ cDNA synthesis kit (Bioline, London, UK). The expression of all genes was analysed with SensiFAST™ SYBR Supermix (Bioline, London, UK) and normalized to GAPDH expression using the CFX96 real time PCR system (Bio-rad, Milan, Italy) following the manufacturer’s protocol.

### 2.10. Statistical Analysis

Data are presented as mean ± SEM and analyzed with the GraphPad Prism 8.0.1 software. For all comparisons between two groups with a normal distribution, two-tailed unpaired Student t-tests were performed. Two-tailed paired Student t-tests were used for analysis on human samples. For multiple comparison of groups with a normal distribution, one-way or two-way analysis of variance (ANOVA) accompanied by Tukey’s or Sidak’s multiple post hoc test were used. Unless otherwise specified, *p* < 0.05 was considered as statistically significant.

## 3. Results

### 3.1. GPR17 Silencing in Differentiating OPCs Significantly Altered the Expression of Genes Involved in Lipid and Glucose Metabolism

To highlight the biological processes significantly affected by GPR17 expression during OL differentiation, we interfered with its expression by transfecting rat OPCs with SMARTpool siRNAs specific for rat GPR17. 

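Rat oligodendrocyte precursor cells (OPCs) in differentiating medium were transfected with 50 nM of a siRNA pool against Gpr17 (siGPR17) or with a non-targeting RNA pool (siNEG) and lysed 48 h later, at day in differentiation 2. The data are 4 one-color Agilent arrays, 2 of siNEG and 2 of siGPR17 OPCs, with 1 sample on each. Feature Extraction gave the brightness of each spot after background correction, and the authors deposited these intensities without any normalization between arrays. Of the 45598 non-control probes, 45565 had a value without an outlier flag on every array. Between 26997 and 28244 of these were well above background on each array, and no non-control spot was saturated on any of them. Here the log2 intensity of each probe was taken relative to the 75th percentile of its array, which lay between 564.9 and 624.1 intensity units. Between arrays, the log2 values correlated across probes with r from 0.992 to 0.996, where probes are not independent replicates. Over the probes that entered the test, the difference between replicate arrays had a SD of 0.37 on the log2 scale in siNEG and of 0.29 in siGPR17 OPCs. A probe was tested with limma (lmFit and eBayes, two-sided) where it was well above background on at least 2 of the 4 arrays, and p-values were adjusted by the Benjamini-Hochberg method. The thresholds are those of the paper, a fold change of 1.5 and an adjusted p under 0.07. The paragraph on the arrays gives these thresholds and names no test. The general statistics section names one for all comparisons between 2 groups with a normal distribution, without mentioning the arrays, and that test was run as an alternative. A gene with several tested probes is represented by the brightest one. Signals are given on the linear scale after normalization. The number of arrays limits the precision, since 2 against 2 can be split in only 3 ways and an exact permutation test cannot give a two-sided p under 0.333. All 4 arrays lay on 1 slide and were read in 1 scan, with siNEG in one column of the slide and siGPR17 in another, so that the column and the treatment cannot be told apart. Gpr17 itself, measured by the probe A_64_P018212, had a normalized signal of 1110.2 ± 4.05 (SD, n = 2) in siNEG and 645.9 ± 9.14 (SD, n = 2) in siGPR17 OPCs. This is a log2 fold change of -0.78 (standard error 0.085, adjusted p = 0.209 from limma with Benjamini-Hochberg adjustment), with both siGPR17 arrays below both siNEG arrays. The change was smallest, at -0.65, when arrays were scaled on their spike-in controls. Its adjusted p was lowest, at 0.0152, when limma was run with a mean-variance trend and robust estimation.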

After having validated successful GPR17 knockdown by qRT-PCR (Figure S1), we performed a microarray analysis of 30,584 rat transcripts in the GPR17-silenced versus control OPCs and analyzed the differentially expressed genes (DEGs) by different bioinformatic tools. 

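Of 28016 tested probes, 1 was past the fold change of 1.5 and the adjusted p of 0.07 in limma. It was A_44_P1150816, which has no gene symbol here and was at least 4.62-fold higher in siGPR17 OPCs (adjusted p = 0.061), with a signal not well above background on either siNEG array. The bound sets the bright group against the lowest signal that was well above background on each dim array, or the dim probe's own signal where that was higher. Of the 11656 genes with a tested probe, 0 passed in limma, and 0 passed in the methods' t-test with the same adjustment. Without adjustment, limma gave 4677 probes with a p under 0.05, against 1401 expected by chance, with 2123 higher and 2554 lower in siGPR17 OPCs. The adjusted p next above the smallest was 0.2092, and 1859 probes differed by a fold of 1.5 or more. Among tests with p adjusted over all tested probes, the count of genes moved most when limma used the trend and robust option, which gave 197 genes, 92 higher and 105 lower. With normexp in place of the software's background correction, 123 genes passed. A fold change of 1.5 with an unadjusted p under 0.07 was met by 535 genes, 250 higher and 285 lower.

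**Figure D1:**
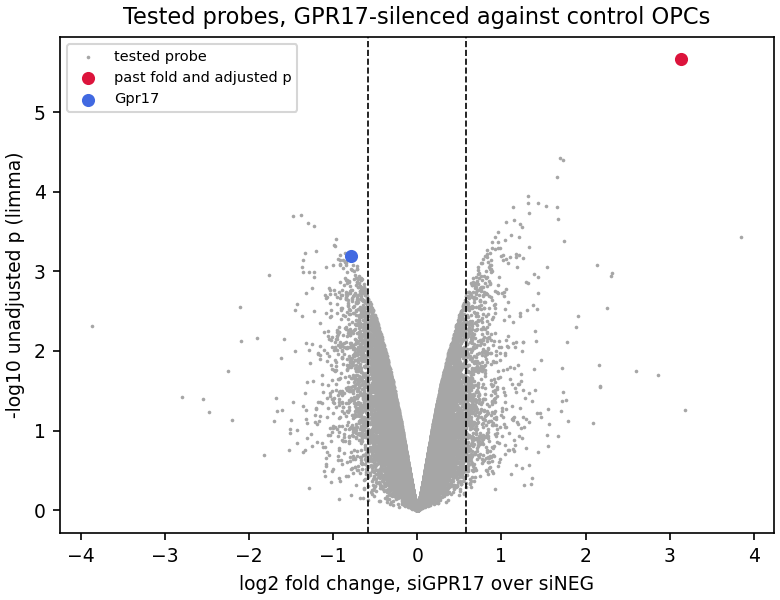
Log2 fold change of siGPR17 over siNEG OPCs (horizontal axis) against the -log10 unadjusted p of limma (vertical axis) for each tested probe, with dashed lines at a fold change of 1.5. The red point is the 1 probe past both thresholds, drawn at its fitted change although its siNEG signal was not well above background, and the blue point is Gpr17.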

First, the 640 DEGs have been analyzed by MetaCore, to perform a pathway enrichment analysis and identify the processes predicted to be significantly affected. This analysis suggested alteration of the mTOR signaling, which has been already shown to be linked to GPR17 function [37], and of other processes known to be relevant for OPC maturation, such as “cytoskeleton remodeling” and “regulation of lipid metabolism” (Table 1).

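For lipid metabolism, lists of genes written before the data were examined were tested as sets with limma's camera, using its preset correlation of 0.01 between genes, and adjusted over all 17 lists tested. The gene sets of MetaCore were not used here. All 20 genes of a cholesterol synthesis list were higher in siGPR17 OPCs, with a median log2 fold change of 0.22 (adjusted p = 1.3e-05 from camera), which was lowest, at 0.089, without siNEG replicate 1. The sizes were small, from 0.06 for Ebp to 0.45 for Hsd17b7, and 9 of the 20 genes had an unadjusted p under 0.05 in limma. Over all genes tested 0 of the 20 passed the thresholds in limma, in the methods' t-test, with the trend and robust option or with normexp, and 0 passed adjusted over the list alone. Of 12 fatty acid synthesis genes, 8 were higher, and the list was not past an adjusted p of 0.05 (median 0.06, adjusted p = 0.29 from camera), with a median of -0.0098 without siNEG replicate 1. Of 8 targets of liver X receptor, 3 were higher, and the median log2 fold change was -0.12 (adjusted p = 0.45 from camera), with a sign that changed when arrays were scaled on their spike-in controls. The rotation test fry called this last list higher (adjusted p = 5.3e-05), so that its median and mean (-0.04) and that test differ in sign. Over all lists, 8 were past an adjusted p of 0.05 with the preset correlation, 4 higher and 4 lower. With a correlation estimated from the 4 arrays 0 were. That form of the test has few degrees of freedom on so few arrays, so a list that misses 0.05 there is not shown to be unchanged. With fry 6 lists were past 0.05, of which 4 were also past under the preset correlation. The cholesterol list was past only under the preset correlation (fry, adjusted p = 0.0904).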

Then, the Ingenuity pathway analysis (IPA) tool was used to perform an analysis match, which automatically identifies curated IPA datasets with significant similarities and differences compared to a query dataset. This analysis strengthens the predicted link between GPR17 expression and lipid metabolism, showing that the expression changes of 38 genes in our dataset (Table S1) is associated with altered fatty acid synthesis (Figure 1). Among these, GPR17 silencing induced upregulation of LXRα (liver X receptor alpha, NR1H3 in Figure 2 and Table S1, a nuclear receptor responding to oxysterols) and SREBP1 (sterol regulatory element binding protein 1, SREBF1 in Figure 1 and Table S1), two key players in fatty acid and cholesterol synthesis. 

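All 38 genes drawn in Figure 1 have a probe on the arrays that could be matched to a symbol, and 31 of them were tested. The other 7, Acsm1, Hpgds, Iapp, Nr1h3, Phka1, Tnf and Wnt5a, were well above background on fewer than 2 of the 4 arrays. Each of the 31 changed in the direction of the figure, 13 higher and 18 lower in siGPR17 OPCs, and 25 by a fold of 1.5 or more. In 30 of them the arrays of the 2 groups did not overlap, which chance gives for 33.3% of genes. The paper chose these genes on the same arrays, so the tally is not independent evidence. None was past the thresholds in limma (0 of 31, adjusted p from 0.209 to 0.619), although 28 had an unadjusted p under 0.05 in it. With the trend and robust option 10 of them passed, with normexp 7, and with the methods' t-test 0. Pgf rose most, from 782.4 ± 41.4 (SD, n = 2) in siNEG to 2472 ± 154.3 (SD, n = 2) in siGPR17 OPCs, a log2 fold change of 1.66 (standard error 0.10). Ccl2 fell most among genes measured in both groups (log2 fold change -1.76, standard error 0.22), from a signal of 49.4 ± 6.89 (SD, n = 2) to 14.7 ± 3.63 (SD, n = 2), and was well above background on only 1 of the 2 siGPR17 arrays. Cyp7b1 fell from 320.02 ± 37.6 (SD, n = 2) to 138.1 ± 8.63 (SD, n = 2), a log2 fold change of -1.21 (standard error 0.13). Sphk1 was 2.49-fold higher, with a signal not well above background in siNEG OPCs. Cxcl10, Gad2 and Grm5 were at least 1.74-fold, 1.54-fold and 1.90-fold lower, and Sptssb was 1.78-fold lower, with signals not well above background in siGPR17 OPCs. For Sphk1 and Sptssb the dim probe's own signal was used on each dim array, so these values are the fitted changes and not lower bounds. The brightest probe of Klf5 changed little (log2 fold change -0.14, standard error 0.13), and its sign changed without siNEG replicate 1. Of the dimmer probes of Klf5, one fell by 0.63 on the log2 scale and another by 0.017, with overlapping arrays. In Ggt1, Pnpla3, Vegfa and Fabp5 a dimmer tested probe reached a fold of 1.5 in the same direction and the brightest did not. In S1pr3 and Mog one probe fell by a fold of 1.5 or more and another did not, and in Cd40 and Oprl1 an untested dim probe pointed the other way.

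**Figure D2:**
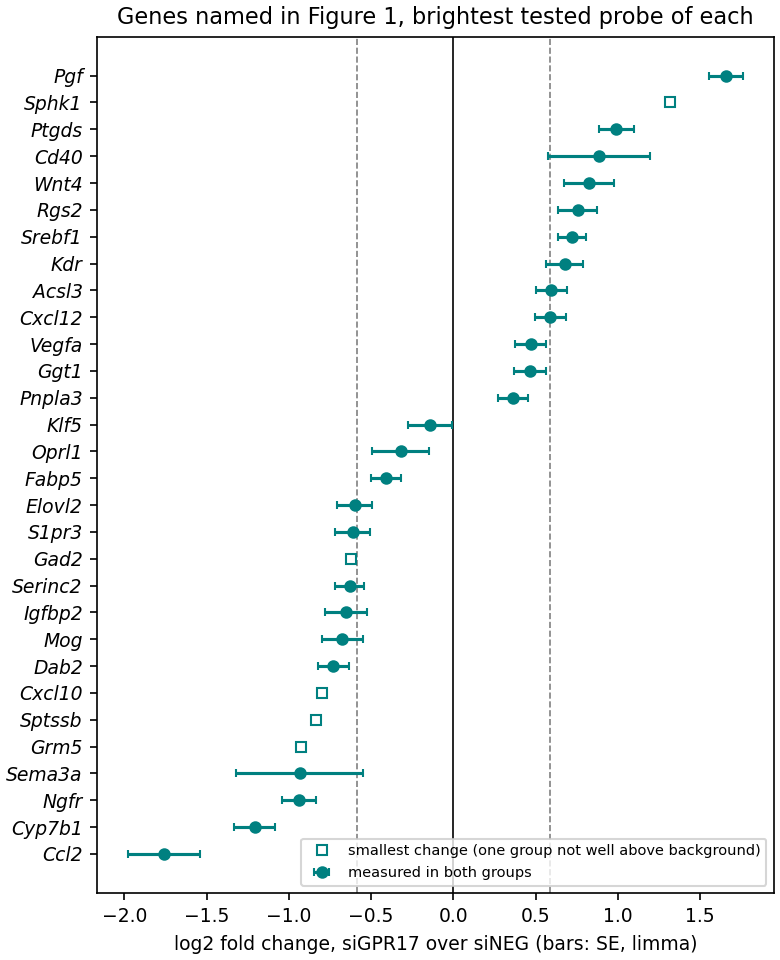
Log2 fold change of siGPR17 over siNEG OPCs (horizontal axis) for 30 of the 31 tested genes of Figure 1 (vertical axis), with standard errors from limma as bars and dashed lines at a fold change of 1.5. Open squares mark the 5 genes with one group not well above background, at the bound on their change, which for Sphk1 and Sptssb equals the fitted change. To the right of 0 lie 13 genes, and 17 lie to the left.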

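Srebf1 had a normalized signal of 1012 ± 0.354 (SD, n = 2) in siNEG and 1669 ± 28.9 (SD, n = 2) in siGPR17 OPCs, a log2 fold change of 0.72 (standard error 0.085, adjusted p = 0.209 from limma). A dimmer probe of the gene gave 0.55. With each array left out in turn, the change stayed between 0.70 and 0.74. Its adjusted p fell under 0.07 with normexp (0.019) and with the trend and robust option (0.0176), and ranged up to 0.665 over the alternatives. Nr1h3, the gene of LXRα, was near the limit of detection. Its probe was not well above background on either siNEG array and was well above it on 1 of the 2 siGPR17 arrays. With siNEG signals raised where needed to the lowest signal well above background, it was 1.81-fold higher in siGPR17 OPCs. This is not a lower bound, because 1 of the siGPR17 signals was not well above background either. Nr1h3 was too dim to be tested.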

In our dataset, we also observed that several altered genes, including PDH (pyruvate dehydrogenase), Ldha (lactate dehydrogenase alpha) and Pdk1 (pyruvate dehydrogenase kinase 1), are related to glucose metabolism and Krebs’ cycle, suggesting the potential involvement of the GPR17 receptor in the regulation of these metabolic processes. 

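Of the genes of pyruvate dehydrogenase, Pdha1 had a log2 fold change of -0.14 (standard error 0.13, adjusted p = 0.604 from limma), and its arrays overlapped between the groups. With each array left out in turn, its change lay between -0.28, without siNEG replicate 1, and -0.0041, without siNEG replicate 2. Pdhb had a log2 fold change of 0.02 (standard error 0.091), and its sign changed without siNEG replicate 1. Dlat and Dld, which encode the other catalytic subunits of the complex, were higher by 0.23 and 0.24 on the log2 scale, in both siGPR17 arrays against both siNEG arrays, with adjusted p of 0.313 and 0.287 from limma. None of the 4 subunits reached a fold of 1.5, and 0 passed the thresholds in limma, where only Dld had an unadjusted p under 0.05, or in the methods' t-test. No probe could be matched to Pdhx. Ldha rose from a signal of 171738 ± 6724 (SD, n = 2) in siNEG to 235760.0 ± 9505 (SD, n = 2) in siGPR17 OPCs, a log2 fold change of 0.46 (standard error 0.093, adjusted p = 0.211 from limma). Its other tested probes gave 0.77 and 0.61. Pdk1 rose from 457.5 ± 29.2 (SD, n = 2) to 648.9 ± 1.35 (SD, n = 2), a log2 fold change of 0.51 (standard error 0.095, adjusted p = 0.210 from limma). The 4 tested probes of Pdk1 lay between 0.49 and 0.76. Scaling on the spike-in controls raised the change of Pdk1 to 0.64, and normexp lowered it to 0.43.

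**Figure D3:**
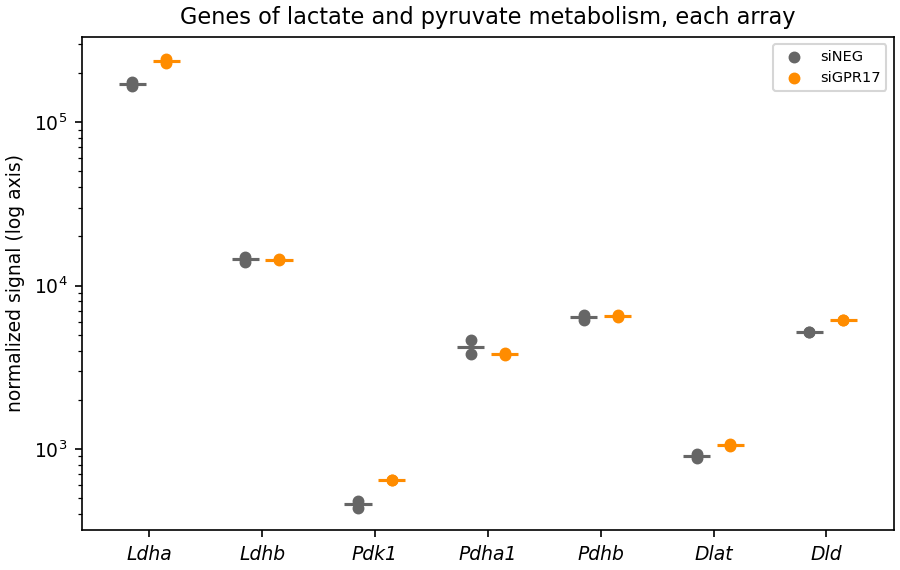
Normalized signal on a log axis (vertical) of genes of lactate and pyruvate metabolism (horizontal) on each of the 2 siNEG (grey) and 2 siGPR17 (orange) arrays, with the mean of each group as a line. Both siGPR17 arrays lie above both siNEG arrays for Ldha, Pdk1, Dlat and Dld, and the arrays of the groups overlap for Ldhb, Pdha1 and Pdhb.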

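As sets, the genes of 3 processes related to monocarboxylic acids and sphingolipids were tested with the same lists procedure, which uses lists written for this purpose and not Gene Ontology terms. Of 18 glycolysis genes, 13 were higher in siGPR17 OPCs, with a median log2 fold change of 0.38 (adjusted p = 9.0e-05 from camera with the preset correlation). This list was not past 0.05 with an estimated correlation (adjusted p = 0.579 from camera), in a test with few degrees of freedom, or with fry (adjusted p = 0.0904). Adjusted over the list alone, 2 of its genes passed the thresholds. Over all genes tested 0 passed in limma, where 13 had an unadjusted p under 0.05. The methods' t-test passed 0 of them and normexp 3. For 21 genes of the Krebs cycle and pyruvate dehydrogenase, 14 were higher, and the median of 0.04 (adjusted p = 0.266 from camera) turned negative without siNEG replicate 1. For 22 genes of sphingolipid metabolism, 16 were higher, with a median of 0.08 (adjusted p = 0.190 from camera) that was 0.013 without siNEG replicate 1 and 0.14 without siNEG replicate 2. The latter list holds Sphk1, which is also among the genes of Figure 1.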

According to this, a gene ontology-based enrichment analysis (ToppGene suite) on the DEGs revealed alteration of “monocarboxylic acid metabolic process” (GO:0032787, *p*-value: 0.02), beyond other processes related to CNS development and cell metabolism, such as “regulation of nervous system development” (GO:0051960, *p*-value: 0.033) and “sphingolipid metabolic processes” (GO:0006665, *p*-value: 0.043) (Figure 2; full list in Table S2).

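Markers of maturation moved both ways on the arrays. The signal of Mbp, a gene of mature myelin, was 212439 ± 21582 (SD, n = 2) in siNEG and 264697 ± 11562 (SD, n = 2) in siGPR17 OPCs, a log2 fold change of 0.32 (standard error 0.11, adjusted p = 0.294 from limma). Cspg4, the gene of the early marker NG2, fell from 17066 ± 1068 (SD, n = 2) to 12217 ± 177 (SD, n = 2), a log2 fold change of -0.48 (standard error 0.095, adjusted p = 0.211 from limma). Among 11 genes of precursor cells, Cspg4 included, 9 were lower, with a median log2 fold change of -0.26 (adjusted p = 4.2e-04 from camera, and 0.00709 from fry). Among 17 genes of mature oligodendrocytes, 6 were higher and 11 lower, with a median of -0.16 (adjusted p = 0.290 from camera), which without siNEG replicate 2 was -0.02. Of neither list did a gene pass the thresholds in limma (0 of 11 and 0 of 17, also when adjusted over the list alone), where 5 genes of each had an unadjusted p under 0.05. The methods' t-test passed 0 of them, and the trend and robust option and normexp passed 1, Mog, which was lower. The paper reads the lipid, sterol and glucose genes together. From the changes it reports in this section, it proposes what silencing of the receptor may do to the course of maturation.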

Globally, these changes suggest that GPR17 silencing may act as a trigger to address cells to myelination, by tuning several genes involved in the transcriptional regulation of lipid and glucose homeostasis, as well as in the utilization of cholesterol and lipids for myelin production.

### 3.2. Metabolomic Analysis during OPC Differentiation In Vitro

To assess the correlation between GPR17 expression and the activation of specific metabolic pathways, we performed a metabolomic analysis of cultured OPCs during their physiological maturation. OPCs were maintained in differentiation medium and then lysed at four different time points (after 0, 1, 3, and 5 days in differentiation, DID), that correspond to different stages of OL maturation. In parallel, to assess that in all the experiments maturation occurred with the expected timing, OPCs were cultured and stained for GPR17 and MBP. The results showed that the number of GPR17-expressing cells reached its maximum at 3 DID and then returned towards basal levels at 5 DID, whereas the number of MBP-positive cells progressively increased during maturation (Figure 3a), consistently with previous results [37]. OPC metabolomic evaluation was performed by liquid chromatography tandem mass spectrometry (LC-MS/MS) as previously described [38], focusing on energetic metabolites involved in glycolysis, the pentose phosphate pathway, the Krebs cycle, fatty acid β-oxidation, their cofactors NADH, NAD^+^, NADPH, NADP^+^, ATP, ADP, AMP, amino acids and some of their derivatives. The metabolomic profiles of the four time points analyzed are reported in Figure 3b. At day 0, the levels of several metabolites belonging and/or linked to the Krebs cycle (e.g., succinate, malate, alpha-Ketoglutarate, glutamate, aspartate, alanine, and proline) were higher, as expected from cells coming from a highly proliferating state (Figure 3c). At intermediate stages (from DID 1 to 3), OPCs showed a marked upregulation of molecules involved in fatty acid and cholesterol synthesis. Accordingly, we observed increased levels of acetylCoA (Figure 3c), that represents the precursor of cholesterol and fatty acids and of malonylCoA, a specific intermediate of fatty acid synthesis. At DID 5, we observed increased levels of several acyl-carnitines and amino acids in parallel to a significant increase of free intracellular glucose (Figure 3c). We also observed decreased levels of AMP and ADP from day 0 to DID 5 and a transient increase of ATP between DID 1 and DID 3. These data indicate that, from day 0 to DID 3, corresponding to the temporal window during which GPR17 reaches its maximum expression, OPCs mainly used glucose and amino acids to sustain cholesterol and fatty acid biosynthesis. At DID 5, as highlighted from increased acyl-carnitine levels, OPCs likely rely on fatty acid utilization.

Together, these data indicate that during physiological differentiation OPCs progressively rewire their energetic metabolism to become mature myelinating OLs.

### 3.3. Metabolomic Analysis after GPR17 Silencing during OPC Maturation In Vitro

To unveil the contribution of the GPR17 receptor in driving the energy metabolic changes occurring during cell differentiation, we performed metabolomics on GPR17-silenced OPCs, in comparison to control OPCs receiving a scrambled RNA. We first examined the impact of GPR17 silencing on OPC maturation by immunofluorescence staining for GPR17 and MBP.

As expected, after receptor silencing, we found a reduction in GPR17 staining, clearly visible at 3 DID. We also observed a marked increase in the number of mature MBP-positive OLs at both 3 DID (not shown) and 5 DID (Figure S2). In parallel, a detailed qPCR analysis was performed at five time points (0, 1, 2, 3 and 5 days in differentiation, DID), revealing, in control OPCs, a strong increase in GPR17 expression after 1 DID, that reaches significant levels starting after 2 DID, a progressive increase in MBP expression up to 5 DID and a significant decrease in the early marker NG2 (Figure 4a). Conversely, after GPR17 silencing (Figure 4b), GPR17 mRNA reached lower levels at DID1 and then remained stably low, MBP expression further increased and NG2 further decreased. A direct comparison of NG2 and MBP expression in GPR17-silenced versus control OPCs at each time point is shown in Figure 4c. Taken together, these results suggest that, under these experimental conditions, GPR17 silencing in OPCs accelerated their differentiation process. Then, OPC metabolomics was performed by LC-MS/MS at the five selected timepoints. Comparison of metabolomic data obtained from GPR17-silenced and control OPCs at each time point allowed us to identify the metabolites that are significantly affected by GPR17 silencing. The list of the analyzed metabolites, together with the relative fold changes and *p*-values, are reported in Table S3.

At DID 1 (Figure 5a), we did not find significant changes. At DID 2 (Figure 5b), we found a significant increase in some metabolites of the Krebs cycle (malate, fumarate, citrate), a modest increase in free carnitine (C0), acetyl-carnitine(C2), propionyl-carnitine (C3:0), butyryl-carnitine (C4:0), valeryl-carnitine (C5:0), hexadecanoyl-carnitine (C16:0) and a significant reduction in glucose, lactate, creatine, and ornithine. The reduction of lactate and creatine and the increase of propionyl-carnitine (C3) was also observed at DID 3 (Figure 5c). At DID 5 (Figure 5d), we still found an increase in free carnitine (C0), acetyl-carnitine (C2), propionyl-carnitine (C3:0), butyryl-carnitine (C4:0), valeryl-carnitine (C5:0), tetradecanoyl-carnitine (C14:0), hexadecanoyl-carnitine (C16:0), octadecanoyl-carnitine (C18:0), octadecenoyl-carnitine (C18:1), similarly to what originally observed in more differentiated cells (see Figure 3), an increase in dihydroxyacetone-3-phosphate/glyceraldehyde-3-phosphate (DHAP/GAP), fumarate and citrate, and a decrease in acetyl-CoA, Met-SO, creatine, taurine and carnosine.

### 3.4. GPR17 Modulates Lactate Release during OPC Maturation

Based on the metabolomics results described above, GPR17 silencing was found to reduce the intracellular levels of lactate. To assess if this reduction reflects a general decrease in lactate metabolism or rather an increased release of this metabolite, we measured its levels both in cell lysates and in the corresponding media at different timepoints. As shown in Figure 6, in control conditions, intracellular lactate reached the highest abundance at DID 2 (Figure 6a) (when GPR17 receptor expression is also maximal), and then it reduced when the cells became mature. Instead, after GPR17 silencing, the rise of intracellular lactate was abolished, and its levels further decreased toward differentiation. Indeed, comparison of lactate levels in GPR17-silenced OPCs versus control OPCs at each time points highlighted a reduction in its levels at DID 2 and 3 (Figure 6b). The extracellular lactate followed different kinetics, showing significant reduction compared to DID 1 at DID 2-3-5 in control conditions, whereas in GPR17-silenced OPCs it remained stably higher and then significantly decreased at DID 5 (Figure 6c). However, when comparing lactate levels at the different timepoints between the two experimental conditions, GPR17 silencing hampered the physiological reduction, increasing lactate presence in the medium at DID 2 and 3 (Figure 6d), suggesting an increased release.

One of the mechanisms by which OPCs can release lactate is through the monocarboxylate transporter MCT1. Moreover, recent studies reported that OPCs themselves can acquire extracellular lactate through MCT receptors promoting their cell cycling and differentiation [39]. Thus, we wondered whether the increased release of lactate induced by GPR17 silencing could be mediated by MCT1 and whether this may be partially responsible for the effect observed on OPC maturation in the same conditions (Figure 4). To this aim, we treated OPCs with AR-C155858, a selective inhibitor of MCT1, during normal differentiation and after GPR17 silencing. As expected, lactate release was successfully inhibited in both conditions (Figure S3).

The effect of MCT1 inhibition on OPC maturation in the different experimental conditions was evaluated by analyzing the expression levels of MBP. A modest reduction in the gene expression of MBP, which is close to statistical significance (*p* = 0.07), has been found only in samples transfected with specific siRNA for GPR17 (Figure 6e–h); however, no significant variation emerged in the samples transfected with control RNA (siNEG). These results suggest that the increase in extracellular lactate mediated by GPR17 downregulation fosters maturation of OPCs; however, the small extent of MBP reduction indicates that this metabolite is not the only factor involved in the process.

### 3.5. Lipidomic Analysis after GPR17 Silencing during OPC Maturation

The results of the transcriptomic analysis after GPR17 silencing also highlighted a potential link between its function and the synthetic pathways of lipids and cholesterol, which are the main components of myelin. To further investigate the role of GPR17 in lipid metabolism, we applied LC-MS/MS to the lipidomic analysis of GPR17-silenced OPCs after 2, 3 and 5 days in differentiation, compared to day 0. The list of the analyzed lipids, together with the relative fold changes and *p*-values, are reported in Table S4. The two most abundant lipid classes in the experimental groups were fatty acids and the diacyl-phosphatidylcholine (PCaa) family. During differentiation of control OPCs, we did not find any significant changes in the abundance of any lipid class. Instead, GPR17-silenced OPCs showed a trend toward altered abundance of free fatty acids, ceramides, acyl-alkyl-phosphatidylcholine (PCae) and phosphatidylinositol (PI) compared to control OPCs, especially at DID 3 and 5, but only diacyl-phosphatidylethanolamine (PEaa) and sphingomyelin (SM) showed a statistically significant change (Figure 7).

Comparison of lipidomic data obtained from GPR17-silenced and control OPCs at each time point allowed us to identify the lipids that were significantly affected by GPR17 silencing. After 2 DID, no significant changes were found (data not shown). After 3 DID, diacyl-phosphatidylcholine (PCaa) C40:4 was less abundant and diacyl-phosphatidylethanolamine (PEaa) C34:3 was more abundant in GPR17-silenced OPCs (Figure 8a). After 5 days in differentiation, GPR17 silencing led to several changes in lipid abundance: reduction of several diacyl-PCs and diacyl-PE and a concomitant increase in several plasmalogens (acyl-alkyl-PC) along with sphingomyelin (SM) C18:1 and SM(OH) C16:1 (Figure 8b). These data indicate that the down regulation of GPR17 alters the lipid profile of the main component of myelin as PC and PE.

## 4. Discussion

In recent years, several studies have highlighted the relevance of GPR17 in OL differentiation, validating this receptor not only as a marker of a precise maturation time window (i.e., the O4^+^ pre-OL intermediate stage), but demonstrating that it also acts as a key regulator of OPC differentiation [12,19]. Notably, during physiological differentiation, after OPC intermediate stages, GPR17 has to be silenced to allow cells’ terminal maturation, an event that likely occurs through both downregulation/internalization of membrane receptor complexes and nuclear repression of gpr17 gene transcription [37,40]. Defective GPR17 silencing, i.e., any conditions leading to persistent GPR17 aberrant expression (such as those observed in several neurodegenerative conditions associated to demyelination), blocks cells at immature stages and contributes to remyelination defects [15,41]. This has led to the hypothesis that the timely GPR17 silencing acts as a “green signal” to promote effective myelination by favoring metabolic and biochemical processes necessary for cell maturation [13]. However, the nature and precise sequela of the events activated by GPR17 silencing are still unknown. Here, we addressed this gap by, first, performing a whole transcriptomic analysis on OPCs under normal conditions and after mimicking GPR17 downregulation by siRNA technology, followed by analysis of the dataset of differentially expressed genes by pathway- and ontology-based approaches. This initial analysis suggested alterations of various pathways and biological processes known for their importance in the maturation of OLs, including the mTOR and Wnt signaling pathways, cytoskeleton remodeling, and regulation of energy and OPC metabolism.

Targeted metabolomic analysis during OPC differentiation and following GPR17 silencing allowed us to get insights on the possible link between GPR17 expression and OPC metabolism. In early OPCs, when GPR17 expression is still physiologically low, cells displayed high levels of metabolites belonging to the Krebs cycle, which were much less abundant at later times, indicating their consumption to produce other key metabolites. This is in line with literature data showing that OPCs are more metabolically active than OLs, and that ATP production in rodent OPCs is predominantly dependent on oxidative phosphorylation [7]. At intermediate stages (from DID 1 to DID 3), pre-OLs showed a marked upregulation of molecules involved in fatty acid and cholesterol synthesis, like acetylCoA (that represents the precursor of cholesterol and fatty acids) and malonylCoA (a specific intermediate of fatty acid synthesis). These changes perfectly coincided with the timing of GPR17 expression in OPCs, which is very low at day 0, when OPCs are induced to exit the cell cycle and start differentiation, and gradually reaches its maximal expression at DID 3, when pre-OLs have already downregulated metabolites involved in the cell cycle and are upregulating molecules related to fatty acid synthesis. Globally, these data indicate that when GPR17 reaches its maximal expression, pre-OLs mainly use glucose and amino acids to sustain cholesterol and fatty acid biosynthesis. Of note, it is known that, despite aerobic glycolysis generating ATP with less efficiency than oxidative phosphorylation, it produces the carbon chain precursors necessary to support protein and lipid biosynthesis for myelin production [42], limits the production of ROS, and promotes the production of long-lived lipids required by OL myelin [7]. We also observed decreased levels of AMP and ADP from day 0 to DID 5 and a transient increase of ATP between DID 1 and 3. These data are fully compatible with GPR17 expression and its consolidated role in regulating (in concert with other GPCRs) the intracellular production of cyclic AMP (cAMP) from ATP during OL differentiation [13,43,44]. When GPR17 expression starts rising (DID 1 to 3), endogenous ligands promote a gradual increase of the activity of the receptor-coupled Gi protein, that, in turn, reduces the production of cAMP [12], thus resulting in increased intracellular levels of ATP (here acting as the substrate of adenylyl cyclase for cAMP synthesis), concomitantly with the increased levels of lipid biosynthesis metabolites (acetylCoA and malonylCoA). These data are also in line with the concept that anabolic metabolism (such as lipid synthesis) usually occurs in a favorable energy status.

After GPR17 silencing, results from our metabolomic analysis suggest an extensive rewiring of OPC metabolism. We observed changes in the abundance of intermediates of the Krebs cycle, such as fumarate, malate, and citrate (the starting substrate for the synthesis of lipids and cholesterol) and of other metabolites described in the literature for their critical role in OL survival and differentiation, as well as in myelin synthesis, such as creatine, taurine and lactate [39,45,46]. Despite these alterations all being potentially interesting, we decided to focus our analyses on the role of lactate, based on previous data implicating it in OL cellular metabolism, differentiation and myelination [4,47], as well as in communication with nearby neurons and glia [48]. Analysis of intracellular lactate abundance during OPC physiological differentiation showed kinetics following that of GPR17 (high levels at intermediate stages, low levels during the initial and final stages), whereas after GPR17 silencing, lactate levels decreased prematurely, reaching a minimum at intermediate stages. The relationship between GPR17 expression and lactate abundance has previously been observed in recent studies, where an increase in glycolysis and lactate production, secondary to the alteration of the cAMP-PKA-PDK1 axis, has been found in OLs deriving from GPR17 knock-out animals [49]. According to this, our microarray analysis on GPR17-silenced OPCs demonstrated the upregulation of genes associated to glycolysis and lactate production (PFK, PDK1, LDH); however, on the other hand, our metabolic data showed a reduction in lactate intracellular levels. 

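Among the phosphofructokinase (PFK) genes, the liver isoform Pfkl rose from a signal of 657.0 ± 67.3 (SD, n = 2) in siNEG to 1133 ± 8.32 (SD, n = 2) in siGPR17 OPCs, a log2 fold change of 0.79 (standard error 0.11, adjusted p = 0.209 from limma, and 0.0215 with normexp). The muscle isoform Pfkm and the platelet isoform Pfkp, in contrast, were lower on both siGPR17 arrays than on both siNEG arrays. Their log2 fold changes were -0.34 (standard error 0.11, adjusted p = 0.265 from limma) and -0.21 (standard error 0.11, adjusted p = 0.392 from limma). The sign of each held under every scaling and with each array left out. The change of Pfkp lay between -0.31 and -0.12 with an array left out, and was -0.08 under spike-in scaling. The second lactate dehydrogenase gene, Ldhb, did not differ beyond its error (log2 fold change -0.01, standard error 0.093), and its sign changed under spike-in scaling. Outside Figure 1, 16 tested genes were named by the paper or encode subunits or isoforms of PDH, LDH and PFK, which it names. Of these, 10 had an unadjusted p under 0.05 in limma. Over all genes tested 0 passed the thresholds in limma and in the methods' t-test, and 2 passed with the trend and robust option and with normexp. Adjusted over the list alone 2 passed, Gpr17 and Pfkl. The paper chose some of these genes or their enzymes on the same arrays, so the latter count is not independent evidence.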

To shed light on these apparently contrasting results, we evaluated the release of this metabolite in the culture media. Increased lactate levels were found at the same times at which lowered lactate concentrations were found in cells’ cytoplasm, suggesting release of this metabolite extracellularly, and that GPR17 in OLs could play an important role in the transport of energy metabolites to neuronal cells. This hypothesis is corroborated by a recent finding showing that, in GPR17 knockout mice, increased lactate levels in the environment of hypothalamic neurons can modulate neuronal activity through activation of the AKT and STAT3 pathways [49]. Based on this evidence, we speculate that a similar mechanism could apply to taurine and creatine, which are known to positively regulate the myelination process [45,46], and whose intracellular levels are indeed reduced in GPR17-silenced OPCs. Of note, it has been shown that neurons do not express the enzymes responsible for the synthesis of these metabolites, suggesting that they can only derive from neighboring glial cells [50,51].

The ability of OLs to import lactate or release it extracellularly is mediated by monocarboxylate transporter 1 (MCT1), responsible for the passive transport of lactate and hydrogen towards the cytoplasm or the extracellular environment in response to its concentrations in the two compartments [47,52]. Despite in vivo observations indicating that the lack of MCT1 in OLs and their progenitors in the early post-natal period and in early adulthood does not affect myelination, possibly due to the availability of other energy intermediates such as glucose, during adulthood, loss of MCT1 leads to axonopathy and hypo-myelination, demonstrating the essential role that monocarboxylic acids play in the energetic homeostasis of OLs [53]. In our study, the increase in extracellular lactate observed after GPR17 silencing was associated to accelerated maturation, raising the possibility that lactate released by mature OLs can be taken up by immature OLs to enhance their maturation in an autocrine fashion. To assess this hypothesis, we blocked lactate release by exposing GPR17-silenced OPCs to a selective MCT1 inhibitor. Reduction of lactate efflux indeed resulted in decreased OPC maturation, suggesting that GPR17 downregulation could foster release of lactate extracellularly, thus propagating the maturation process to nearby cells. Accordingly, recent studies have shown that lactate can directly promote the cell cycling rate and differentiation of OPCs [39].

The expression changes observed after GPR17 silencing also suggested a potential link between GPR17 expression and the activation of lipid and cholesterol synthetic pathways. 

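Of the target genes of LXRα, Abca1 had a normalized signal of 87.4 ± 5.30 (SD, n = 2) in siNEG and 126.03 ± 1.47 (SD, n = 2) in siGPR17 OPCs. Its log2 fold change was 0.53 (adjusted p = 0.209 from limma), lowest at 0.38 with normexp. Abcg1 had a signal of 820.8 ± 72.1 (SD, n = 2) in siNEG and 652.2 ± 26.3 (SD, n = 2) in siGPR17 OPCs, a log2 fold change of -0.33 (adjusted p = 0.277 from limma). Both siGPR17 arrays lay above both siNEG arrays for Abca1 and below them for Abcg1. The change of Abcg1 lay between -0.42, without siNEG replicate 2, and -0.20, under spike-in scaling. Each of these genes had 1 tested probe.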

Among the most relevant changes, we found an increased expression of LXRα and its target genes, SREBP1c, ABCG1 and ABCA1. The ability of LXRα to promote cell differentiation in OLs has been demonstrated in vivo following lysolecithin-induced demyelination: LXRα activation by both natural (i.e., oxysterols) and synthetic agonists promoted remyelination of areas affected by demyelinating injury [54]. Oxysterols are also pro-inflammatory molecules capable of activating several G protein-coupled receptors, including GPR17 [55], whose ability to respond to emergency signals related to oxidative stress, neuroinflammation and neurodegeneration is widely known. Expression changes of the transcription factors described above are also necessary for the reorganization of lipid metabolism that occurs during the maturation of OLs [56], allowing these cells to increase the synthesis of specific lipid classes and gradually change the composition of their plasma membrane [2]. This shift characterizes the transition from OPCs to mature OLs; for example, it has been shown that some myelin-specific glycosphingolipids start to be produced in the proximity of terminal differentiation and are maintained in mature myelinating OLs [57]. Our lipidomic data suggest that GPR17 expression may directly influence the abundance of myelin-specific lipids, such as ceramides and sphingomyelins. The correct balance between synthesis and degradation of sphingolipids has been shown to play a critical role in maintaining myelin integrity [58,59]. Moreover, we detected that GPR17 knockdown at DID 5 led to decreased levels of several diacyl-PCs and diacyl-Pes, which are the main species represented in myelin membrane as reported in the literature [60,61,62]. The finding that these lipids may play a role in stabilizing the intraperiod line of myelin [61] further supports the key role of GPR17 as a key player in determining myelin composition and function. Despite a decreased levels of diacyl-PCs and diacyl-PEs, we also found increased levels of several plasmalogens (i.e., acyl-alkyl-PC) upon GPR17 depletion at DID5. These PC-derived plasmalogens have been proposed as protective agents in myelin, since they prevent membrane lipid peroxidation by reactive oxygen species [63,64]. The protecting effects of plasmalogens has been ascribed to the hydrogen atom adjacent to the vinyl ether bond. Indeed, this hydrogen atom can be more susceptible to oxidation with respect to the ester linkage present in diacyl-PCs and diacyl-PEs [63,64]. Furthermore, myelin plasmalogens participate in membrane formation and/or in the maintenance [65,66]. Based on our results, we infer that GPR17 is also important in regulating the balance between diacyl-PC and diacyl-PE and their respective plasmalogens to ensure the optimal structure and function of myelin. However, it should be considered that plasmalogens might be increased in the absence of GPR17 as a protective mechanism given their antioxidant role. Alteration in myelin lipids has been also described in diabetic rats [62], underlying a link between glucose metabolism and myelination. It has been reported that diseases characterized by dysregulation of lipid or glucose metabolism (i.e., dyslipidaemias and diabetes) are linked to higher MS risk [67,68], even though the exact pathogenetic mechanisms linking these metabolic dysfunctions to MS are still largely debated. Moreover, mass spectrometric analysis revealed an increased abundance of phospholipids and a reduction in sphingolipid content in the normal appearing white matter (NAWM) of subjects with active MS [69], suggesting that specific metabolic alterations may appear before the onset of demyelinating lesions. Of note, in a previous study, we have shown that the NAWM of MS patients presents the highest abundance of GPR17-expressing cells compared to MS lesions and to the WM of healthy subjects [20].

Our study is the first showing the involvement of GPR17 downregulation in rewiring OPC metabolism during differentiation, but some limitations/caveats should be taken into account. First, in this study we used primary cultures, which in comparison to cell lines have both advantages and disadvantages. Despite primary OLs being more prone to reach the myelinating stage, data obtained using these cells may have higher variability, due to the fact that OPCs are not synchronized and therefore they follow slightly different maturation kinetics in vitro between independent experiments. However, to tackle this issue, we applied a method of analysis that identifies samples deviating in their metabolomic profile from other samples of the same group, allowing the reallocation to the proper group. Second, we used a targeted metabolomic approach that allowed us to gather several metabolite levels and changes in representative metabolic pathways. As such, a comprehensive untargeted metabolomic analysis (with no a priori definition of metabolites to be detected) can be further informative of other metabolites not considered in our targeted metabolomics, thus generating novel working hypotheses in the field. Third, although our study represents a significant advance in understanding the role of GPR17 in OPC maturation, further work remains necessary to assess the relevance of the metabolic changes induced by its downregulation in pathological conditions. In this context, future studies will be aimed at assessing whether GPR17 modulation can be exploited to improve OL metabolism during demyelination/remyelination dynamics in animal models of MS and whether GPR17 dysregulation may correlate with specific metabolic alterations in human MS lesions and in the NAWM.

Taken together, our results suggest that the GPR17 receptor may act as a checkpoint necessary to inhibit precocious myelination and maintain cells’ reactivity to extracellular signals and highlight the involvement of GPR17 downregulation in the coordination of energy and lipid metabolism rearrangements required for OPC maturation, providing important hints on the bioactive metabolites and lipids regulated by the receptor. Based on our previous data on alterations of GPR17 expression in MS pathogenesis and remyelination failure, we suggest that these functional and mechanistic insights may inspire new pharmacological and therapeutic approaches for the cure of neurodegenerative diseases.

## Figures and Tables

**Figure 1:**
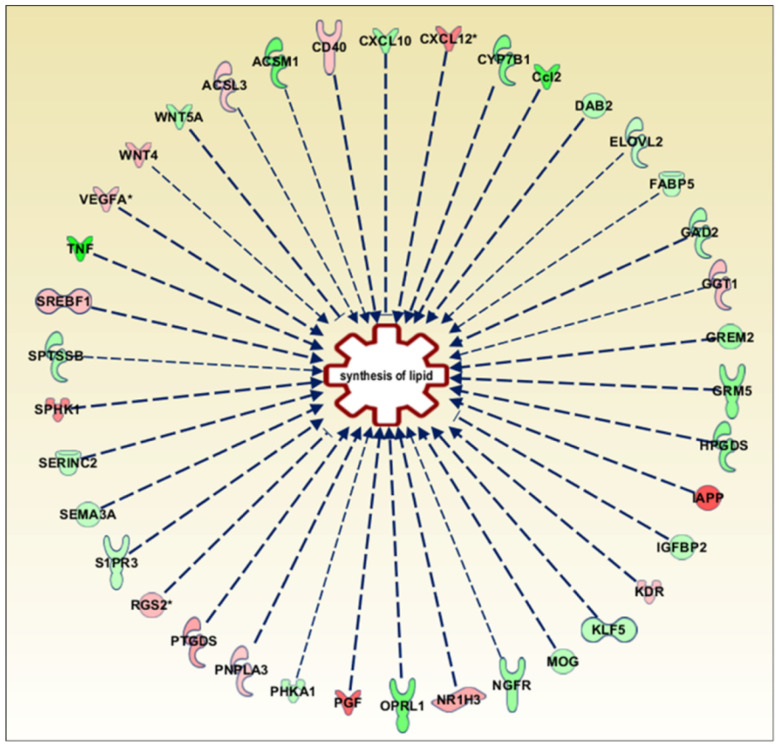
Ingenuity pathway analysis tool (IPA, Qiagen) was used to analyse dataset and explore the diseases and biological processes which are predicted to be increasing or decreasing based on the pattern of differentially expressed genes in the dataset. From this analysis we extrapolated the scheme in the Figure that includes the genes related to lipid synthesis differentially expressed in our dataset (*p*-value = 9.67 × 10^−4^). The full names of these genes, together with the relative fold change (log2 ratio) are reported in Table S1. In red, upregulated genes; in green, downregulated genes.

**Figure 2:**
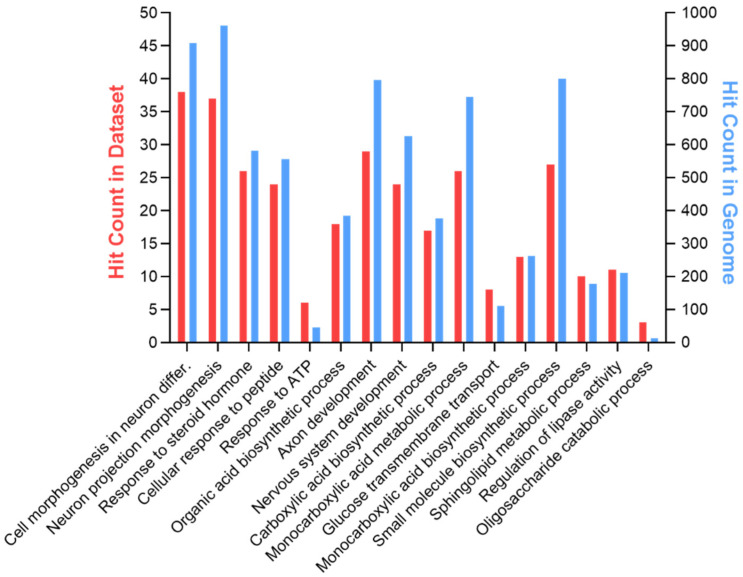
The Toppgene suite has been used to perform a GO-based enrichment analysis on the DEGs. The picture shows some of the significant biological processes related to the central nervous system and cell metabolism potentially altered by GPR17 silencing. Blue bars indicate the total genes associated to each term; red bars indicate the genes in common with our dataset for each term. The complete list of biological processes resulting from this analysis and the relative *p*-values are reported in Table S2.

**Figure 3:**
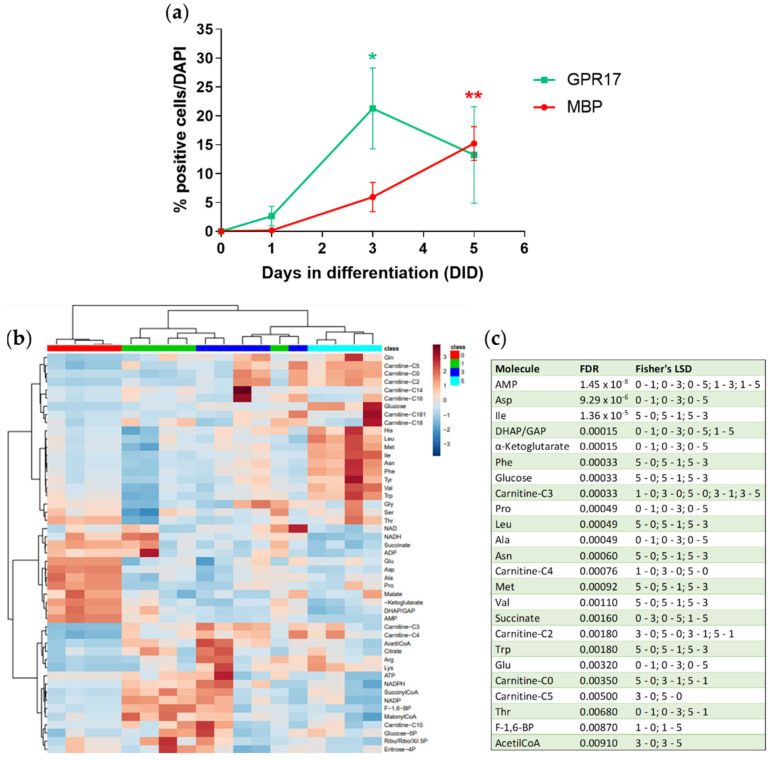
(**a**) The graph shows changes in the percentage of GPR17^+^ and MBP^+^ cells during differentiation. *n* = 3 per group; one-way ANOVA with Tukey’s test. * *p* < 0.05, ** *p* < 0.01) (**b**) The heatmap shows metabolite abundance in each single sample stopped at 0, 1, 3 or 5 DID. The abundance of the analyzed metabolites is represented by a chromatic scale ranging from dark blue (very low abundance) to dark brown (very high abundance). *n* = 4–5 per each group. (**c**) Metabolites with an abundance significantly different among the conditions (0, 1, 3 and 5 days in differentiation, DID; one-way ANOVA with Fisher’s LSD test).

**Figure 4:**
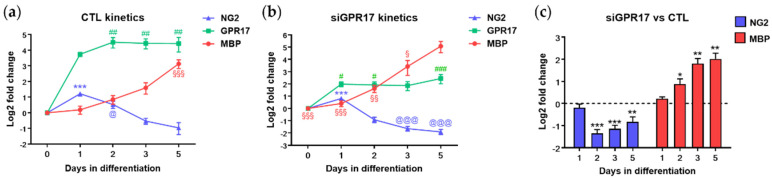
Effect of GPR17 silencing on OPC maturation. The expression levels of GPR17 (green), NG2 (blue) and MBP (red) were evaluated by real-time PCR during differentiation in control conditions (**a**), cells transfected with scramble RNA and after GPR17 silencing (**b**), and normalized versus expression at T0 (set to 0). *n* = 6 per each time point. One-way ANOVA with Tukey’s multiple comparisons test. (**a**): *** *p* < 0.001 vs. DID 0-2-3-5, @ *p* < 0.05 vs. DID 3-5; ## *p* < 0.01 vs. day 0; §§§ *p* < 0.001 vs. DID 0-1-2-3; (**b**): *** *p* < 0.001 vs. DID 0-2-3-5, @@@ *p* < 0.001 vs. day 0, # *p* < 0.05, ### *p* < 0.001 vs. day 0, § *p* < 0.05, §§ *p* < 0.01, §§§ *p* < 0.001 vs. DID 5. (**c**) NG2 and MBP expression in GPR17-silenced OPCs vs. control OPCs (set to 0) at each time point. Fold change (FC) has been reported as LOG_2_(FC). One sample t-test, * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001 vs. relative DID in control OPCs.

**Figure 5:**
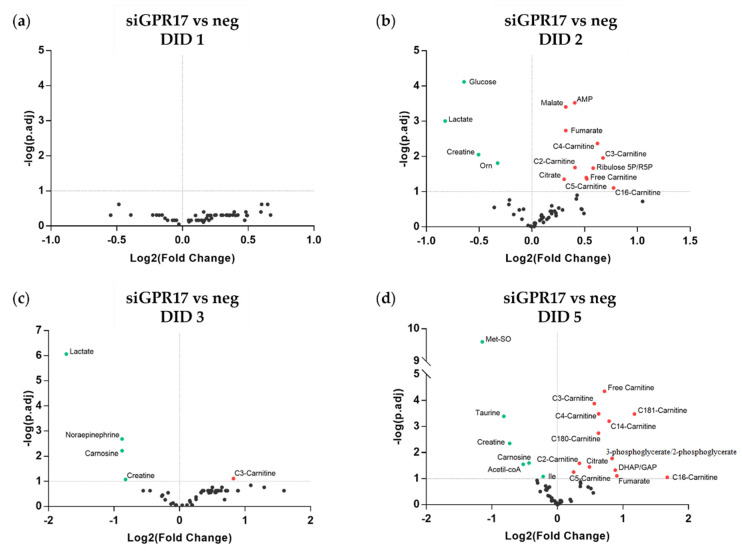
Metabolomic changes induced by GPR17 silencing in OPCs. (**a**–**d**) The abundance of each metabolite after GPR17 silencing has been normalized to that in the relative control sample. The resulting fold changes were used to generate a volcano plot for each time point (1, 2, 3, 5 days in differentiation). The points over the dotted horizontal line represent the metabolites that have shown a statistically significant change (Fisher’s LSD corrected by FDR; *p.adj* < 0.1). In green, metabolites with lower expression, in red, those with higher expression, after GPR17 silencing. *n* = 7–9 per each group. DID: days in differentiation.

**Figure 6:**
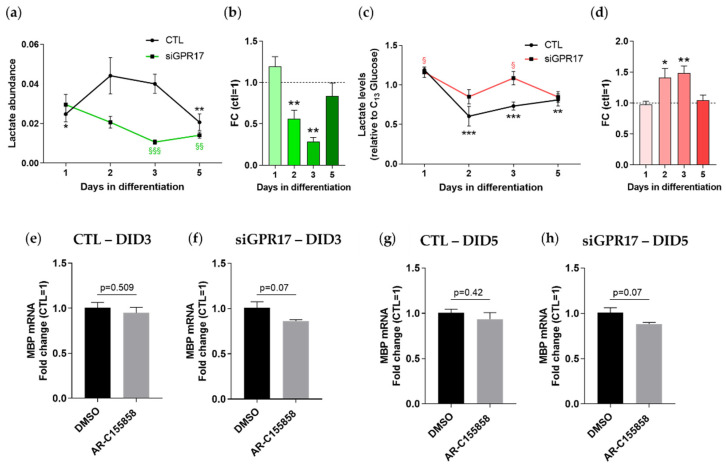
GPR17 silencing in OPCs alters lactate metabolism. (**a**) Lactate abundance during OPC maturation in control conditions (green line) and after GPR17 silencing (orange line). *n* = 7–9 per each group. One-way ANOVA with Tukey’s multiple comparisons test. * *p* < 0.05, ** *p* < 0.01 vs. DID2 CTL; §§ *p* < 0.01, §§§ *p* < 0.001 vs. DID1 siGPR17 (**b**) Lactate levels after GPR17 silencing were normalized versus control samples (set to 1) at each time point (*n* = 7–9). ** *p* < 0.01; one sample t-test. Conditioned media from GPR17-silenced and control OPCs were collected from the same culture used for metabolomic analysis. Lactate levels in the media were evaluated by LC-MS/MS. (**c**) Abundance of lactate in the extracellular space during OPC maturation in control conditions (green line) and after GPR17 silencing (orange line). One-way ANOVA with Tukey’s multiple comparisons test. ** *p* < 0.01, *** *p* < 0.001 vs. DID1 CTL; § *p* < 0.05 vs. DID5 siGPR17. (**d**) Extracellular lactate levels after GPR17 silencing were normalized versus control samples (set to 1) at each time point. * *p* < 0.05; ** *p* < 0.01; one sample *t*-test. The effect of MCT1 inhibition in control (**e**,**g**) and GPR17-silenced (**f**,**h**) OPCs has been evaluated by analyzing the expression of MBP, in inhibitor-treated samples vs. relative controls (vehicle treated), at at 3 and 5 days of differentiation. *n* = 6 per each group.

**Figure 7:**
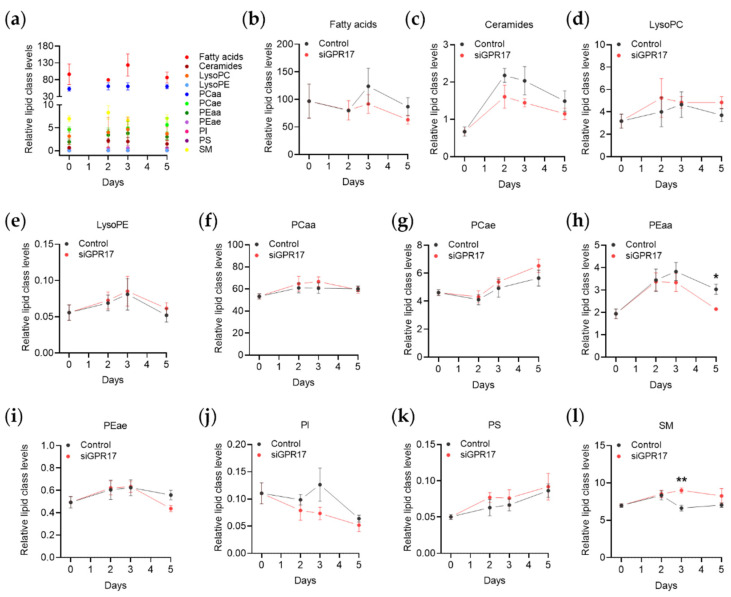
Changes in lipidic classes abundance induced by GPR17 silencing during OPC differentiation. The abundance of each lipid class in control conditions at different time points is reported (**a**). The kinetics of each lipid class after GPR17 silencing were analysed: (**b**) fatty acids, (**c**) ceramides, (**d**) LysoPC (lysophosphatidyl-cholines), (**e**) LysoPE (lysophosphatidyl-ethanolamines), (**f**) PCaa (diacyl-phosphatidyl-cholines), (**g**) PCae (acyl-alkyl-phosphatidyl-cholines), (**h**) PEaa (di-acyl-phosphatidyl-ethanolamines), (**i**) PEae (acyl-alkyl-phosphatidyl-ethanolamines), (**j**) PI (phosphatidyl-inositols), (**k**) PS (phosphatidyl-serines), (**l**) SM (sphingomyelins). *n* = 5 for each group. Kinetics: Two-way ANOVA followed by Tukey’s multiple comparison test. siGPR17: Two-way ANOVA followed by Sidak’s multiple comparison test. * *p.adj* < 0.05; ** *p.adj* < 0.01.

**Figure 8:**
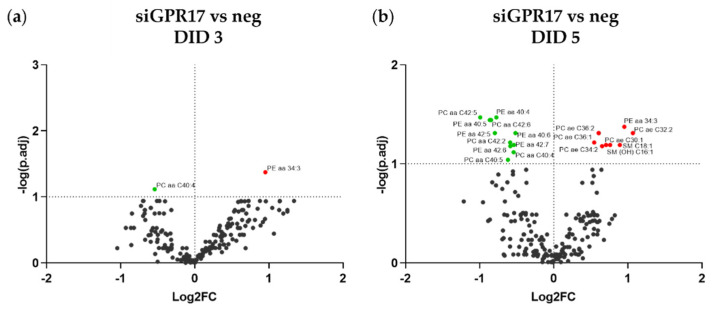
Lipidomic changes induced by GPR17 silencing in OPCs. (**a**,**b**) The abundance of each lipid after GPR17 silencing has been normalized to that in the relative control sample. The resulting fold changes were used to generate a volcano plot for each time point (3, 5 days in differentiation). The points over the dotted horizontal line represent the metabolites that have shown a statistically significant change (Fisher’s LSD corrected by FDR; *p.adj* < 0.1). In green, lipids with lower expression, in red, those with higher expression, after GPR17 silencing. *n* = 5 per each group.

**Table 1:** The software MetaCore has been used to perform a pathway enrichment analysis on the DEGs after GPR17 silencing. Table shows the most significant pathways resulting from the analysis, the number of associated genes and of common genes included in the dataset.

Pathways	Total Genes	*p*-Value	FDR	Genes in Dataset
mTORC1 downstream signaling	61	6.05 × 10^−5^	2.50 × 10^−2^	7
TGF, WNT and cytoskeleton remodelling	111	8.73 × 10^−5^	2.50 × 10^−2^	9
IL-6 signaling in multiple myeloma	51	1.80 × 10^−4^	3.27 × 10^−2^	6
Regulation of lipid metabolism	19	2.29 × 10^−4^	3.27 × 10^−2^	4
Regulation of endothelial progenitor cell differentiation from adult stem cells	60	4.42 × 10^−4^	4.87 × 10^−2^	6
Regulation of lung epithelial progenitor cell differentiation	41	5.34 × 10^−4^	4.87 × 10^−2^	5
Regulation of tissue factor signaling in cancer	43	6.68 × 10^−4^	4.87 × 10^−2^	5
Role of IL-8 in angiogenesis	65	6.81 × 10^−4^	4.87 × 10^−2^	6

## Data Availability

Datasets and raw data are publicly available in GEO Profile (GEO ID: GSE208409).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11152369/s1, Figure S1: GPR17 silencing with specific siRNAs in maturating OPCs; Table S1: Up- and downregulation of key genes involved in lipid synthesis induced by GPR17 silencing; Table S2. GO-based enrichment analysis on DEGs after GPR17 silencing in OPCs; Figure S2: Effect of GPR17 silencing on OPC maturation; Table S3. Descriptive tables of metabolomic analysis. Figure S3: Effect of AR-C155858 on lactate release; Table S4. Descriptive tables of lipidomic analysis.

How the deposited data were processed for this re-analysis (not part of the article)

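The transcriptome of rat OPCs was measured 48 h after transfection, at day in differentiation 2, on 4 one-color Agilent SurePrint rat arrays: 2 siNEG and 2 siGPR17 samples. Conditions and replicate numbers were taken from the sample labels and checked against the methods of the paper. The metabolomic, lipidomic and real-time PCR measurements and the supplementary tables were not analysed here.

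The authors deposited one file per array with the intensity of each spot as Feature Extraction 10.7.3 gave it, according to the file headers. The processed intensities were corrected for background and for trends across the array by that software, which replaces very low signals by small positive values, and they were not normalized between arrays. The spot and background medians that the same files hold are intensities before any correction. The mean intensity of a spot, which normexp was planned to use, was not used here, and the spot median took its place. The paper obtained its differentially expressed genes by the manufacturer's procedure with a fold change of 1.5 and an adjusted p under 0.07. The paragraph on the arrays does not name the test behind that p. The general statistics section names an unpaired two-tailed t-test for all comparisons between 2 groups with a normal distribution, and it does not mention the arrays, the spread model or the adjustment. It was run as an alternative, called the methods' t-test.

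From the deposited intensities, log2 values were computed here and each array's 75th percentile over the non-control probes was subtracted. Control spots and spots with an outlier flag for uneven or deviating pixels were left out, and spots of the same probe were averaged. Of 45565 probes with a value on all arrays, the 28016 that were well above background on at least 2 of the 4 arrays were tested. This criterion does not look at the groups. The fit was lmFit and eBayes of limma 3.58.1 in R 4.3.3, with 1 coefficient for the treatment and no block, and p-values were adjusted by Benjamini-Hochberg. Signals printed on the linear scale are the normalized values multiplied by one factor common to all arrays. Where a probe was not well above background on any array of a group, only a bound on its fold change is given. Some probes brighter than the lowest signal well above background, such as Sptssb, were themselves not well above it. The bound is therefore a cautious value and not a strict limit. For Sphk1 and Sptssb the bound equals the fitted change, because the probe's own signal was used on each dim array.

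Probes were named through the transcript accessions that the files list, matched without versions to a RefSeq gene table of the assembly GRCr8, which was used for names only. A symbol was found for 21093 probes: 19243 of 20489 curated mRNA accessions, 1317 of 7701 predicted mRNA accessions and 423 of 7239 predicted non-coding accessions matched, and 0 of 6956 Ensembl transcripts, which the table does not list. Genes were counted only over probes with a symbol, so counts of genes here cover 11656 genes. No coordinates are given, since the build of the array design differs from that of the table.

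The genes named in the text were chosen by a rule fixed before the data were examined. Its first part was every gene that the paper names for this experiment, with the subunits and isoforms of PDH, LDH and PFK. Its second part was the 10 largest rises and 10 largest falls among genes past the thresholds. Since 0 genes were past them in limma, the second part of the rule named none. Genes of Figure 1 were read from the picture and are reported one by one or as a tally of directions, with no set test. The result of 1 of them is not reported here by itself, and it is not drawn. For a gene with several tested probes the brightest one was used.

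Before the data were examined, 18 lists of genes were written from general knowledge: astrocyte, cell cycle, cholesterol synthesis, endothelium, fatty acid synthesis, fibroblast and mural, glycolysis, HIF1 targets, inflammatory cytokines, interferon response, Krebs cycle and pyruvate dehydrogenase, LXR targets, mature oligodendrocyte, microglia, neuron, newly formed oligodendrocyte, oligodendrocyte precursor and sphingolipid metabolism. The 17 with at least 5 tested genes were tested with camera, with a preset correlation of 0.01, and beside it with an estimated correlation and with fry. A list of p53 targets was added after the data had been seen and is reported apart.

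The code was tested on simulated data, made from the mean and the spread of each of the 28016 tested probes. Of these, 200 were changed by known amounts, each larger than the change of Gpr17 on the arrays. With 2 arrays per group limma called 130 of the 200 and 4 unchanged probes, the trend and robust option 134 and 4, and the methods' t-test 10 and 0. A simulated list of 20 genes raised by 0.4 on the log2 scale was called higher by camera, and an unchanged list was not called. The simulated genes varied independently, so this does not check the preset correlation on genes that vary together.

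The alternatives set before the data were examined were normexp background correction with an offset of 50, quantile normalization, scaling on the median of probes well above background on all arrays, no filter on dim probes, a filter on all 4 arrays, a floor for dim probes, eBayes with trend and robust options, the methods' t-test, the replicate number as a block, other thresholds, the mean of all tested probes of a gene, and each array left out in turn. Scaling on spike-in controls, combinations of filter, test and threshold, and a floor to which all dim values are set were added later. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.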

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

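The tests of scaling and of the position on the slide for Cdkn1a, Mgmt and Ptprv were chosen after the result was seen. The p53 list and the normexp test of a single probe were written down before their own results, but after the patterns they bear on had been seen.

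A signal outside the genes that the paper discusses was the 1 probe past the thresholds, A_44_P1150816, whose transcript has no symbol in the gene table used here. It was at least 4.62-fold higher in siGPR17 OPCs, with signals of 40.0 and 40.9 on the siGPR17 arrays against 4.63 and 4.62 on the siNEG arrays, where it was not well above background. The 2 siNEG signals differed by only 0.0024 on the log2 scale. Among 240 tested probes that were dim on both siNEG arrays the median difference was 0.29, and 0 of them lay closer together. Before the replacement of low signals, the background-subtracted intensities on those arrays were 4.06 and -1.56. A candidate explanation of the small p is therefore that Feature Extraction replaced both low signals by nearly the same small value. After normexp, which makes no such replacement, the probe's log2 fold change was 0.48 with an adjusted p of 0.0486 from limma, under the fold of 1.5. This outcome settles nothing, because the offset of normexp shrinks the change of every dim probe. With dim probes raised to a floor the adjusted p was 0.203, and over the alternatives it ranged from 0.022 to 0.544. Replacement of low signals and a truly small spread cannot be told apart, and no biological explanation was tested for this probe.

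Outside the genes that the paper discusses, 48 genes that were well above background on all 4 arrays were higher in siGPR17 OPCs and past the thresholds both with the trend and robust option and with normexp. The 5 with the largest rise were singled out after their values were seen. Their log2 fold changes were 1.74 for Defb20, 1.69 for Mgmt, 1.67 for Ptprv, 1.66 for Mylk and 1.52 for Cdkn1a, each with both siGPR17 arrays above both siNEG arrays. In the fit set before the data were examined none of the 5 was past the thresholds, each with an adjusted p of 0.209 from limma. Over the alternatives the adjusted p of Cdkn1a ranged from 0.00319 to 0.665, and that of Mylk from 0.0234 to 0.665. The change of Mylk, the dimmest of them, was 0.64 with normexp. The signal of Cdkn1a was 4236 ± 157 (SD, n = 2) in siNEG and 12212 ± 1292 (SD, n = 2) in siGPR17 OPCs.

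Cdkn1a, Mgmt and Ptprv are known to respond to p53, and a rise of p53 target genes as a group is a hypothesis found on these arrays. A list of 24 other p53 targets, written without these genes, had 21 tested genes, 17 of them higher and 4 lower, with a median log2 fold change of 0.20 (p = 8.2e-04 from limma's camera with the preset correlation). The p was 0.012 with fry and 0.0849 with a correlation estimated from the arrays. Bbc3 was lower, at -0.41, and Mdm2 higher, at 0.37. In camera the list remained higher with each array left out, under 4 other scalings and background corrections, with a median between 0.14 and 0.33. None of its genes is in Figure 1 or in another list. Of its 21 genes 0 passed the thresholds in limma, in the methods' t-test, with the trend and robust option or with normexp, and 7 had an unadjusted p under 0.05 in limma. The values go with a rise of the group under the preset correlation and fry. With the estimated correlation the list was not past 0.05, in a test with few degrees of freedom.

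Scaling between the arrays is argued against for Cdkn1a, Mgmt and Ptprv, since under every scaling and background correction tried each kept at least 0.727 of its log2 rise. Position on the slide stays open. After removal of a common shift, the 8 spike-in controls brighter than the median signal of the arrays differed between the 2 columns by at most 0.15 on the log2 scale, but each column holds 1 group, so that position and treatment cannot be told apart. An effect of the siRNA pool other than on Gpr17 was not tested, because the arrays hold 1 pool against this target. Loss of Gpr17 itself stays among the open explanations, untested.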

How the results depend on the processing

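The spike-in scaling and the combinations of filter, test and threshold were chosen after the result was seen, and after the paper's count of genes was known. The floor was set before, but it was first computed with all dim values set to it, and was corrected to raise only lower values after the result of that first form was seen.

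The number of tested probes past a fold of 1.5 and an adjusted p of 0.07 depended on the spread model, the background correction and the form of the floor. It was 1 probe and 0 genes in limma. With normexp it was 242 probes (147 higher, 95 lower) and 123 genes, and with the trend and robust option 420 probes (198 higher, 222 lower) and 197 genes, and 114 genes were past under both. Quantile normalization, scaling on the median of probes well above background, and leaving out the fold minimum gave 1 probe and 0 genes. With no filter on dim probes, the filter on all 4 arrays, the floor, an adjusted p under 0.05, the methods' t-test or spike-in scaling it was 0 probes and 0 genes, with between 3644 and 4822 probes at an unadjusted p under 0.05. The first form of the floor, which gives all dim probes of an array 1 value by its construction, called 79 probes and 38 genes, all higher. Without each array in turn it was 0 probes and 0 genes throughout, with between 2038 and 6831 probes at an unadjusted p under 0.05 in limma, where the lone array of a group is assumed to vary like the other group. The cause was not tested. On simulated data limma called 130 of 200 changed probes with this number of arrays. Those simulated changes were all larger than the change of Gpr17, so the run does not show that smaller changes could be called.

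A fold of 1.5 with an unadjusted p under 0.07, set before the data were examined, gave 1409 probes and 535 genes in limma. The settings added later gave, in limma, 1261 probes and 491 genes at an unadjusted p under 0.05, and 1234 probes and 484 genes when only probes past the fold were adjusted. With the methods' t-test the same thresholds gave 736, 585 and 6 probes, and 325, 266 and 2 genes, in the order unadjusted p under 0.07, under 0.05, and adjustment of the probes past the fold. With no filter on dim probes limma gave 2515, 2153 and 1095 probes, and 936, 824 and 454 genes. The methods' t-test gave there 1323, 1027 and 0 probes, and 538, 436 and 0 genes. With the filter on all 4 arrays limma gave 1025, 966 and 995 probes, and 372, 357 and 364 genes. The methods' t-test gave there 572, 459 and 5 probes, and 258, 211 and 2 genes. With the adjusted p over all tested probes, the methods' t-test gave 0 probes and 0 genes under both of these filters. Thresholds without adjustment, or with adjustment over fewer probes, are less strict by their construction.

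The fall of Gpr17 kept its direction under all 14 alternatives. It was past the thresholds with normexp, at -0.66, and with the trend and robust option, at -0.78, and not past them under the other 12, with an adjusted p from 0.0152 to 0.665 over all of them. Without each array in turn it lay between -0.80 and -0.77.

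Between 6 and 11 lists were past an adjusted p of 0.05 in camera with the preset correlation, against 8 in the fit set first. The cholesterol synthesis, glycolysis, HIF1 target, inflammatory cytokine, neuron and precursor lists were past it in that test under every alternative of scaling, background, filter, spread model, block and left-out array run, of which the filter on all 4 arrays left too few inflammatory cytokine genes for a test. With an estimated correlation, which leaves few degrees of freedom, none of these lists was past it (lowest adjusted p 0.338 from camera). With fry the cholesterol synthesis and glycolysis lists were not past it (0.0904 for each). In camera with the preset correlation, the cell cycle list was not past it under 4 of the alternatives and the endothelium list under 2. Scaling on the spike-in controls moved the median of all tested probes by 0.13 on the log2 scale, and directions under it are to be read against that shift. It turned the medians of the LXR target list (0.012) and the newly formed oligodendrocyte list (0.080) and the change of Ldhb (0.12) positive. With each array left out in turn, 7 results changed sign. Without siNEG replicate 1 this held for Klf5 (range -0.29 to 0.0061), Pdhb (-0.029 to 0.070), the fatty acid list (-0.0098 to 0.097), the Krebs cycle list (-0.019 to 0.097) and the microglia list (-0.36 to 0.060). Without siNEG replicate 2 it held for the newly formed oligodendrocyte list (-0.22 to 0.053) and Ldhb (-0.067 to 0.049), the latter also without siGPR17 replicate 1. Of 47 named genes tested, 44 never changed direction, and 12, Gpr17 included, were past the fold and the adjusted p with normexp or the trend and robust option, and none with the other tests whose p was adjusted over all tested probes or genes, apart from Pgf and Sphk1 with the first form of the floor. The cause was not tested.

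The replicate numbers do not pair the samples, as far as the arrays show: over the tested probes, the differences between replicates 1 and 2 in siNEG and in siGPR17 OPCs correlated with r = -0.0652 across probes. In the fit with the replicate block 0 probes and 0 genes passed in limma, 3349 probes had an unadjusted p under 0.05, Gpr17 changed by -0.78 and 8 lists were past 0.05. A block for slide or scan could not be fitted, since there was 1 of each.

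Signal over background limits what can be said of dim genes: 17549 probes were well above background on fewer than 2 arrays and were not tested. For a gene such as Nr1h3 the size of the change is uncertain.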

Differences from the paper's values

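The tests named here as added were chosen after the result and the paper's count had been seen.

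The paper's count of differentially expressed genes is 640. In limma with the paper's thresholds, 0 genes passed, with 4677 probes at an unadjusted p under 0.05, and 0 passed in the methods' t-test. Of the alternatives set before the data were examined, 1 gave a count within 1.5 times the paper's: a fold of 1.5 with an unadjusted p under 0.07, with 535 genes in limma. The others that gave a count were outside it: 123 genes with normexp, 197 with the trend and robust option, and 0 with quantile normalization, median scaling, no filter, the filter on all 4 arrays, the floor, the methods' t-test, the replicate block, an adjusted p under 0.05, no fold minimum, or any array left out. Genes are counted here only over probes that could be named.

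Of the settings added after seeing the values, these gave a number of genes within 1.5 times the paper's. In limma they were an unadjusted p under 0.05 (491) and adjustment of only the probes past the fold (484), and with no filter an unadjusted p under 0.07 (936), under 0.05 (824), and adjustment of only the probes past the fold (454). In the methods' t-test with no filter they were an unadjusted p under 0.07 (538) and under 0.05 (436). Counted in probes, also chosen after seeing the values, the methods' t-test without adjustment gave 736 and 585 probes at 0.07 and 0.05, and 572 and 459 with the filter on all 4 arrays.

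The paper calls the genes of Figure 1 differentially expressed, and none passed in limma with its thresholds (0 of 31 tested, 28 at an unadjusted p under 0.05), or in the methods' t-test (0). With normexp Acsl3, Cyp7b1, Mog, Pgf, Ptgds, Rgs2 and Srebf1 passed. The trend and robust option called these and Ccl2, Igfbp2 and Kdr. A fold of 1.5 with an unadjusted p under 0.07 in limma, set before the data were examined, called, among the genes reported here, these 10 and Cd40, Cxcl10, Cxcl12, Dab2, Elovl2, Gad2, Grm5, Ngfr, S1pr3, Sema3a, Serinc2, Sphk1, Sptssb and Wnt4. Gpr17 and Pfkl passed under each of these settings, and no setting added later called a further gene that the paper names. The first form of the floor, with all dim values set to it, called Pgf and Sphk1 at the adjusted p, and was listed as an alternative after the values had been seen. Of the 31 tested genes of Figure 1, 6 did not reach a fold of 1.5 with the brightest probe, of which 5, Fabp5, Ggt1, Klf5, Pnpla3 and Vegfa, reached it with another tested probe. Another 7 were too dim to be tested, Nr1h3 among them.

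The paper states that Abcg1 increased. Its log2 fold change was -0.33 on the arrays, and it was negative under every alternative. Of the target genes of LXRα that the paper lists, Abca1 and Srebf1 were higher and Abcg1 lower. The paper states a rise of PFK, and 1 of 3 isoforms was higher (Pfkl) and 2 were lower (Pfkm, -0.34, and Pfkp, -0.21). It states a rise of LDH and names Ldha among altered genes, and Ldha was higher here too. Ldhb, which the paper does not name, was level within its error (-0.01). The paper also names PDH among altered genes, and none of 4 subunits reached a fold of 1.5. In its introduction the paper states that mature markers rise. Mbp was higher (0.32), and it is among the 6 of 17 genes of a mature oligodendrocyte list that were higher. The list as a whole was not past an adjusted p of 0.05 (0.290 from camera), so it was not called lower.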

Other observations

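The test of scaling for the cholesterol list, the test of microglia for Tnf, the shares and counts that set the microglia list against Ccl2 and Cxcl10, with the reading drawn from them, and those that set the endothelium list against Pgf, Kdr and Cxcl12 were chosen after the result was seen. The other tests of this part were written down before their own results, but after the genes of each pattern had been seen.

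Slc16a1, the gene of the lactate transporter MCT1, had a log2 fold change of 0.09 (standard error 0.091, adjusted p = 0.633 from limma), which was 0.046 without siNEG replicate 1. The neuron list was lower in siGPR17 OPCs, with 11 of 11 genes lower and a median of -0.23 (adjusted p = 4.2e-04 from camera with the preset correlation), which was -0.15 without siNEG replicate 2 and -0.34 without siNEG replicate 1. The cell cycle list had 10 of 13 genes lower (median -0.19, adjusted p = 0.0249), where the median was -0.098 without siGPR17 replicate 1 (adjusted p = 0.216, within a range of 0.00329 to 0.383 over the alternatives), and the astrocyte list 6 of 10 (median -0.22, adjusted p = 0.0502). The newly formed oligodendrocyte list had 5 of 9 genes lower (median -0.05, adjusted p = 0.214), with a median that turned positive under spike-in scaling. The fibroblast and mural list had only 3 tested genes and was not tested. Under fry the neuron list (0.046), the astrocyte list (0.046), the HIF1 target and precursor lists, and the inflammatory cytokine list (0.0216) were past 0.05 in the same direction, and the LXR target list in the opposite one, while the cell cycle list was not past it (0.262). The mature oligodendrocyte and sphingolipid lists share 2 genes. No list was past 0.05 with an estimated correlation, where the lowest adjusted p was 0.338 from camera, in a test with few degrees of freedom.

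Ccl2 and Cxcl10 were lower in siGPR17 OPCs. Tnf was 1.72-fold lower with its dim siGPR17 signals raised to the lowest signal well above background. It was well above background on 1 siNEG array only, with signals of 26.55 and 11.02, so this is not a lower bound. Its other probe was not well above background on any array and changed by -0.097 on the log2 scale, with overlapping arrays. All 5 tested genes of an inflammatory cytokine list, which holds Ccl2, were lower, with a median of -0.77 (adjusted p = 1.9e-04 from camera), and 3 of them passed the thresholds adjusted over the list alone, against 0 over all genes tested in limma, where 4 had an unadjusted p under 0.05, 0 in the methods' t-test and with normexp, and 2 with the trend and robust option. Fewer microglia in the silenced cultures could lower these genes, and would then lower the abundant genes of microglia alike. Of 18 microglia genes 13 were tested, 11 of them lower, with a median log2 fold change of -0.15 (adjusted p = 0.104 from camera). Its brightest gene, Cx3cr1, had a mean signal of 1876 in siNEG and 1611 in siGPR17 OPCs. The median was 0.06 without siNEG replicate 1, and the list was past 0.05 without siNEG replicate 2 (median -0.36, adjusted p = 4.7e-04) and without siGPR17 replicate 1 (median -0.22, adjusted p = 0.0331), and over the alternatives its adjusted p ran up to 0.727, so that a small loss of microglia stays open. Under no alternative in which Ccl2 and Cxcl10 were tested was the median more than 0.191 of the log2 fall of Ccl2 or more than 0.359 of that of Cxcl10, and 13 of the 13 genes lay above Ccl2, and 9 above the bound of Cxcl10, by more than 2 standard errors of the difference. This argues against fewer microglia as the whole cause of the lower Ccl2 and Cxcl10. For Tnf, measured well above background on 1 siNEG array only, it stays open. A weaker interferon response could also lower Cxcl10. Of 8 interferon genes, which include Cxcl10 itself, 6 were lower (median -0.20, adjusted p = 0.0502 from camera), a value at the limit, and over the alternatives it lay between 0.00514 and 0.399. The brightest, Mx2, fell from 53223 to 39537. The interferon explanation cannot be told apart from a change within the OPCs, since the list is at the limit, and lower expression of these cytokines in the microglia that are present was not tested.

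Pgf, Kdr and Cxcl12 were higher, and more endothelial cells in the silenced cultures could raise them. The endothelium list rose (adjusted p = 0.00987 from camera, median 0.48), with 4 of 5 tested genes of 10 higher: Vwf, its brightest, went from a mean signal of 803.7 to 1118, and Cdh5, Tek and Kdr were also higher, while Esam was level within its error (-0.06). Under fry it was not past 0.05 (0.0904), and without siNEG replicate 1 its adjusted p was 0.0546 in camera, within a range of 0.005 to 0.0604 over the alternatives. More endothelial cells are argued against as the whole cause of the rise of Pgf (1.66), since the median of the list reached at most 0.342 of that rise under the alternatives, and each of the 4 tested genes other than Kdr lay below Pgf by more than 2 standard errors of the difference. Only 1 of the 4 lay below Kdr, and 1 below Cxcl12, by that measure. For Kdr and Cxcl12 the explanation stays open, because the list holds Kdr and without it too few genes are left for a test.

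Ldha, Pdk1 and Vegfa were higher, and all are known targets of HIF1. Of 18 tested HIF1 targets 14 were higher (median 0.22, adjusted p = 4.2e-04 from camera, 0.00709 from fry). They share 2 genes with the glycolysis list, and Vegfa with Figure 1. Without Ldha, Pdk1 and Vegfa the remaining 15, which still hold Slc2a1 of the glycolysis list, had 11 higher, with a median of 0.14 (p = 0.00552 from camera, 8.2e-04 from fry, 0.0975 with an estimated correlation). This is in line with the hypothesis that HIF1 targets rose as a group, under the preset correlation and fry. Scaling between the arrays is argued against, since each of the 3 genes kept at least 0.844 of its log2 rise under every scaling and background correction tried. Oxygen in the cultures was not measured in these data, and loss of Gpr17 and the position of the arrays stay open.

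Scaling between the arrays is argued against as the whole cause of the rise of the cholesterol synthesis list, since its median kept at least 0.893 of its size under every scaling and background correction tried. It was lowest, at 0.09, without siNEG replicate 1.

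Faster differentiation of the silenced cultures could raise Mbp and lower Cspg4. It would need the mature list to rise while the precursor list falls. The precursor list fell, but the median of the mature list was -0.16, lower by less than the test could call. It was close to 0 without siNEG replicate 2 (-0.02), so the arrays neither bear out nor exclude the explanation. Apart from the arrays, the paper reports by real-time PCR that silencing raised MBP and lowered NG2 beyond the controls. It also reports more cells stained for MBP, and from these results proposes that differentiation was faster.

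The real split of the 4 arrays gave 1409 probes past a fold of 1.5 and an unadjusted p under 0.07 in limma. The other 2 ways of splitting them gave 386 and 525. The real split was thus the only 1 of 3 splits with a count as large, and with 3 splits chance cannot be excluded. The split with 386 probes follows the replicate numbers and the position along the slide.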
